# Direct and indirect RANK and CD40 signaling regulate the maintenance of thymic epithelial cell frequency and properties in the adult thymus

**DOI:** 10.3389/fimmu.2024.1500908

**Published:** 2024-11-29

**Authors:** Mio Hayama, Hiroto Ishii, Maki Miyauchi, Masaki Yoshida, Naho Hagiwara, Wataru Muramtatu, Kano Namiki, Rin Endo, Takahisa Miyao, Nobuko Akiyama, Taishin Akiyama

**Keywords:** thymic epithelial cell (TEC), self-tolerance, TNF receptor (TNFR) family, progenitor, AIRE

## Abstract

Medullary thymic epithelial cells (mTECs) play a crucial role in suppressing the onset of autoimmunity by eliminating autoreactive T cells and promoting the development of regulatory T cells in the thymus. Although mTECs undergo turnover in adults, the molecular mechanisms behind this process remain unclear. This study describes the direct and indirect roles of receptor activator of NF-κB (RANK) and CD40 signaling in TECs in the adult thymus. Flow cytometric and single-cell RNA-seq (scRNA-seq) analyses suggest that the depletion of both RANK and CD40 signaling inhibits mTEC differentiation from CCL21^+^ mTEC progenitors to transit-amplifying TECs in the adult thymus. Unexpectedly, this depletion also exerts indirect effects on the gene expression of TEC progenitors and cortical TECs. Additionally, the expression levels of AP-1 genes, which enable the further subdivision of TEC progenitors, are up-regulated following the depletion of RANK and CD40 signaling. Overall, our data propose that RANK and CD40 signaling cooperatively maintain mature mTEC frequency in the adult thymus and sustain the characteristics of TEC progenitors through an indirect mechanism.

## Introduction

Thymic epithelial cells (TECs) are required for the differentiation of self-tolerant T cells and regulatory T cells in the thymus. TECs are separated into cortical TECs (cTECs) and medullary TECs (mTECs) depending on their localization in the thymus (1). In addition, each TEC subset has distinct properties and functions in T cell selection and differentiation. cTECs are critical for early T cell development and positive selection of thymocytes expressing both surface makers CD4 and CD8. In contrast, mTECs ectopically express tissue-restricted self-antigens (TSAs) to filter out a wide range of self-antigen reactive T cells by apoptosis or to convert them into regulatory T cells. The TSA expression in mTECs is regulated by transcriptional regulator AIRE, which is highly expressed in mTECs expressing high levels of MHC class II and co-stimulatory molecules.

During embryonic development, both mTEC and cTEC differentiate from common bipotent progenitor cells (2, 3). For mTEC development, claudine 3 and 4-positive TECs (4), *Krt19*-positive mTECs (5), *Tnfrsf11a*-positive TECs (6), *Ccl21a*-positive TECs (7), and *Pdpn*-expressing TECs (8) were reported as mTEC progenitors giving rise to mTECs expressing AIRE and TSAs. In the adult thymus, Aire^+^ mTECs undergo a turnover of approximately 2 weeks (9), indicating the presence of mTEC progenitor maintaining the cellularity of mature mTECs. Some studies propose the progenitor of TECs in the adult thymus (10, 11). However, the phenotypes of the proposed progenitors seem to be inconsistent, implying that multiple fractions of TECs may have the potential as TEC progenitors.

Single-cell RNA-sequencing (scRNA-seq) analysis is a powerful tool for distinguishing cell types with high resolution. Recent studies utilizing scRNA-seq on TECs have highlighted their significant heterogeneity. Beyond identifying AIRE^+^ mTECs and CCL21^+^ mTECs, data analysis has revealed the presence of transit-amplifying TECs (TA-TECs) (12–15), which are proliferative progenitors for AIRE^+^ mTECs, as well as post-AIRE mTECs, including tuft-like mTECs and mimetic TECs (16, 17). Additionally, a recent study suggested the existence of TEC progenitors expressing a wide variety of keratin molecules in the human thymus (18). Moreover, a combination of scRNA-seq analysis and barcode cell labeling has proposed the presence of the early and late types of TEC progenitors in postnatal mice (19) although these TEC progenitors have not been isolated and fully characterized yet.

Mechanistically, several studies have revealed the roles of TNF family cytokine signaling in mTEC differentiation. Receptor activator of NF-κB (RANK) and CD40 play partially redundant roles in mTEC differentiation during early thymic development by activating signal transducer TRAF6- and NF-κB inducing kinase-dependent activation of transcription factor NF-κB (20–22). Additionally, lymphotoxin signaling is involved in early mTEC differentiation by inducing the expression of RANK on embryonic mTEC progenitors (6, 23), postnatal development of CCL21^+^ mTECs (24), and differentiation of post-Aire mTECs (25). The administration of a RANK ligand (RANKL) neutralizing antibody (RANKL-Ab) results in a reduction of mature mTECs (14, 26), suggesting that RANK signaling is involved in the homeostatic maintenance of AIRE^+^ mTEC frequency in the adult thymus.

Activator Protein 1 (AP-1) is a family of dimeric transcription factors including JUN, FOS, ATF, and MAF family members. AP-1 is activated by various stimuli, including cytokines and growth factors, through mitogen-activated protein kinase (MAPK) cascades, and thereby regulates numerous cellular and physiological functions (27). In a study of TEC development, FOS expression driven by the H2-Kb promoter was shown to cause thymic hyperplasia by expanding TECs (28). Additionally, RANK and CD40 signaling can activate the MAPK cascade via TRAF6 (29), a signal transducer critical for mTEC differentiation (30), implying a possible role for AP-1 in this process.

In this study, we describe how RANK and CD40 signaling cooperatively support the differentiation of CCL21+ mTECs into TA-TECs, thereby maintaining the frequencies of Aire^+^ mTECs and Post-Aire mTECs in the postnatal thymus. Unexpectedly, depletion of both RANK and CD40 signaling also has indirect effects on the gene expression profiles of TEC progenitors and cortical TECs. Additionally, after the depletion of RANK and CD40 signaling, the expression levels of AP-1 genes, which facilitate further subdivision of TEC progenitors, are up-regulated. Overall, our data suggest that these TNF family cytokine signals directly and indirectly regulate TEC frequency and properties.

## Results

### RANK and CD40 signaling cooperatively maintain mature mTEC cellularity

Aligned with the reported role of RANK and CD40 signaling in maintaining mature mTECs in adult mice (26), flow cytometric analysis confirmed that blocking RANKL-RANK signaling with an anti-RANKL antibody (RANKL-Ab) significantly reduces the number of mTECs expressing high MHC class II (MHCII^hi^UEA-1^+^Ly51^–^TECs; mTEC^hi^) two weeks after the administration in mice (WT-RANKL Ab mice) compared to control IgG administration (WT-Control) whereas total thymic cells were not significantly altered (**Figures 1A–C**). However, approximately 10% of the mTEC^hi^ population persisted in the thymus of WT-RANKL Ab mice (**Figure 1D**). We speculated that CD40 signaling might compensate for the absence of RANK and CD40 signaling in maintaining adult mTECs, similar to its role during mTEC development in embryonic and neonatal stages (20). To test this hypothesis, we administered RANKL-Ab to *Cd40*-deficient (*Cd40* ^–/–^RANKL Ab) mice. Indeed, neutralizing RANK and CD40 signaling in *Cd40* ^–/–^ mice resulted in a reduction of mTEC^hi^ cell numbers to just a few percent of those in WT-RANKL Ab mice and *Cd40*-deficient mice receiving control IgG (*Cd40* ^–/–^Control mice) (**Figure 1D**). In contrast to mTEC fractions, cell numbers of Ly51^+^UEA^–^ TECs (cTECs) and Ly51^–^UEA^–^TECs were unaffected by the RANKL-Ab administration and the *Cd40*-deficiency. These results suggest that RANK and CD40 signaling contribute to maintaining the frequency of mature mTECs in the adult thymus in a partially redundant manner, but not the frequency of other TECs.

**Figure 1:**
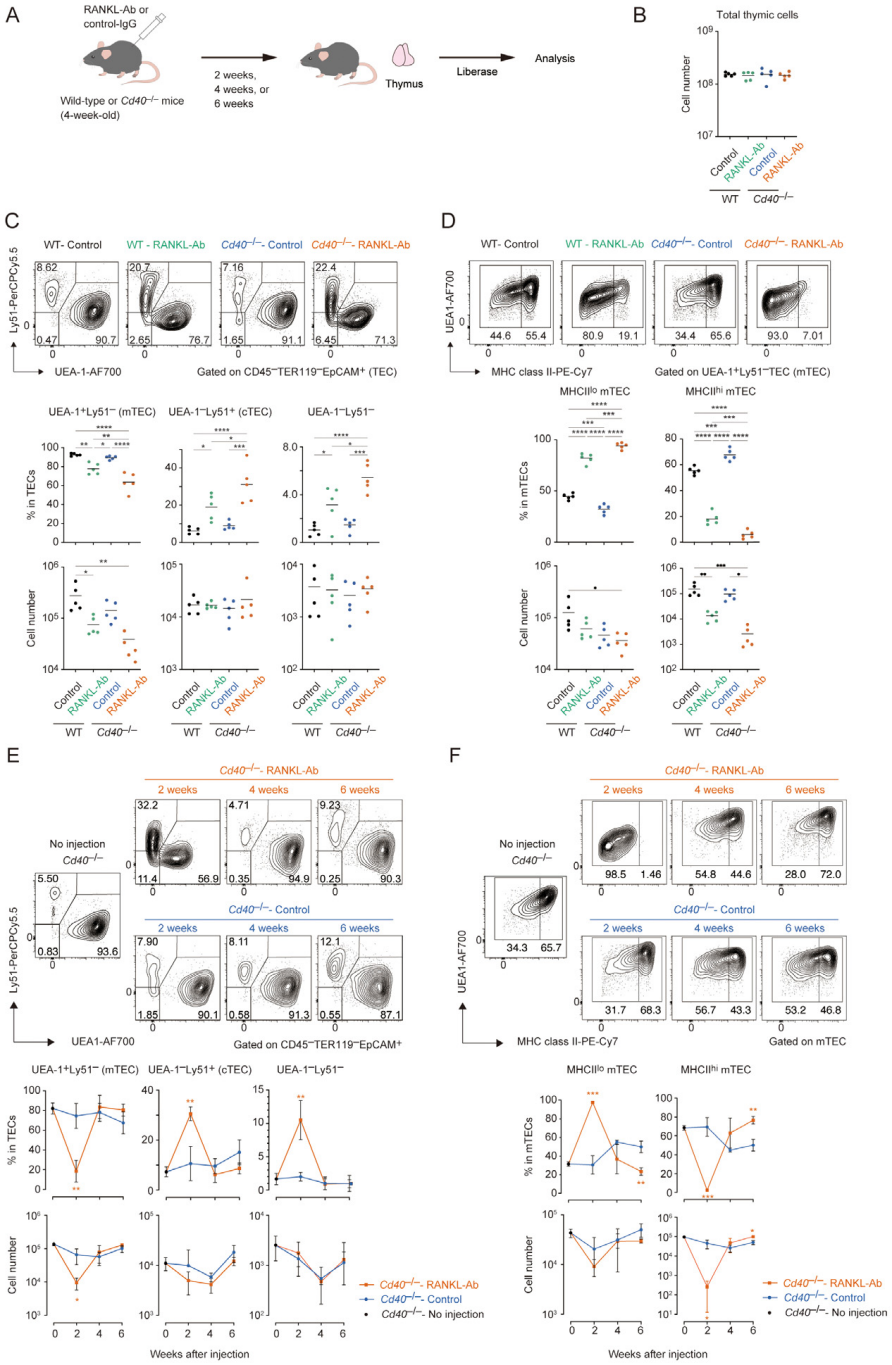
Flow cytometric analysis of TECs from wild-type and *Cd40*-deficient mice treated with neutralizing RANKL antibody. **(A)** Experimental scheme for depleting RANK and CD40 signaling by the administration of RANKL antibody in mice. **(B)** The total thymic cell number from wild-type (WT) treated with control IgG (WT-Control), WT treated with neutralizing RANKL antibody (WT-RANKL-Ab), *Cd40*-deficient (*Cd40* ^–/–^) mice treated with control-IgG (*Cd40* ^–/–^Control), and *Cd40* ^–/–^ mice treated with RANKL-Ab (*Cd40* ^–/–^RANKL-Ab) at 6-week-old age are summarized in graphs (n = 5 each). Bars indicate the mean value. **(C)** Flow cytometric analysis of UEA-1 ligand and Ly51 expressions in TECs (CD45^–^Ter-119^–^EpCAM^+^) from WT-Control, WT-RANKL-Ab, *Cd40* ^–/–^Control, *Cd40* ^–/–^RANKL-Ab at 6-week-old age (n = 5 each). The percentages and numbers of UEA-1^+^Ly51^–^ (mTEC), UEA-1^–^Ly51^+^ (cTEC), and UEA-1^–^Ly51^–^ in TECs are summarized in graphs. RANKL-Ab or control IgG was subcutaneously injected in mice at 4-week-old age. Bars indicate the mean value. Data were statistically analyzed using one-way ANOVA followed with multiple comparisons by Tukey’s test. Significant differences are indicated by *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **(D)** Flow cytometric analysis of MHC class II (MHCII) and UEA-1 ligand expressions in mTECs (UEA-1^+^Ly51^–^ TECs) from WT-Control, WT-RANKL-Ab, *Cd40* ^–/–^Control, *Cd40* ^–/–^RANKL-Ab at 6-week-old age (n = 5). The percentages and numbers of MHCII^hi^UEA-1^+^ cells and MHCII^lo^UEA-1^+^ mTEC in mTECs are summarized in graphs. Bars indicate the mean value. Data were statistically analyzed using one-way ANOVA followed with multiple comparisons by Tukey’s test. Significant differences are indicated by*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **(E)** Flow cytometric analysis of UEA-1 ligand and Ly51 expressions in TECs from *Cd40^–/–^* mice 2, 4, and 6 weeks after the treatment with RANKL-Ab (*Cd40* ^–/–^RANKL-Ab) or control IgG (*Cd40* ^–/–^Control), and no treatment (no injection). N = 3 each. The percentages and numbers of UEA-1^+^Ly51^–^ (mTEC), UEA-1^–^Ly51^+^ (cTEC), and UEA-1^–^Ly51^–^ in TECs are summarized in graphs. Bars indicate the mean value. Significant differences are indicated by *p < 0.05, **p < 0.01, ***p < 0.001. **(F)** Flow cytometric analysis of MHC class II (MHCII) and UEA-1 ligand expressions in mTECs from *Cd40^–/–^* mice 2, 4, and 6 weeks after the treatment with RANKL-Ab (*Cd40* ^–/–^RANKL-Ab) or control IgG (*Cd40* ^–/–^Control mice), and no treatment (no injection). N = 3 each. MHCII^hi^UEA-1^+^ cells and MHCII^lo^UEA-1^+^ mTEC in mTECs are summarized in graphs. Bars indicate the mean value. Data are expressed as the mean ± SD. Data were statistically analyzed using unpaired t-test. Significant differences are indicated by *p < 0.05, **p < 0.01.

Although mTEC^hi^ was severely reduced in the thymus of *Cd40^–/–^* RANKL-Ab mice, mTECs expressing low levels of MHC class II (mTEC^lo^) were less affected. The number of mTEC^lo^ cells was reduced by approximately half, with a substantial number remaining in the thymus of *Cd40* ^–/–^RANKL-Ab mice. Given that the mTEC^lo^ fraction includes immature mTECs in addition to post-Aire mTECs (16), it is likely that precursors for mature mTECs persist in the mTEC^lo^ fraction in these mice. Indeed, mature mTECs were restored in *Cd40* ^–/–^RANKL-Ab mice 4 weeks after RANKL administration, likely due to the homeostatic clearance of the injected antibody (**Figures 1E, F**). Moreover, 6 weeks after administration, the ratio of mTEC^lo^ to mTEC^hi^ shifted; the proportion of mTEC^lo^ decreased while the proportion of mTEC^hi^ increased in total mTECs compared to age-matched controls. This observation supports the idea that the mTEC^lo^ pool serves as a precursor for mTEC^hi^ during the rapid recovery, leading to a reduction in the relative proportion of mTEC^lo^. Overall, these data suggest that immature mTECs remain in the mTEC^lo^ fraction in *Cd40* ^–/–^RANKL-Ab mice 2 weeks after antibody administration and differentiate into mTEC^hi^ following the clearance of RANKL-Ab.

### RANK and CD40 signaling up-regulate cell-cycle related genes and down-regulates Ccl21a expression in mTEC^lo^ fraction

Given that the mTEC^lo^ fraction remaining after the depletion of RANK and CD40 signaling might represent the phenotype of mTEC progenitors prior to receiving these cytokine signals, we aimed to investigate the gene expression profile of a specific subfraction of mTEC^lo^ cells in *Cd40* ^–/–^RANKL-Ab mice. To minimize contamination from post-Aire mTECs, we selectively sorted cells within the mTEC^lo^ fraction that were negative for Ly6d (a marker for post-Aire mTECs) and L1CAM (a marker for tuft-like TECs) (31) (**Supplementary Figure 1A**). These sorted cells were then subjected to RNA sequencing (RNA-seq) analysis to elucidate their gene expression profiles. Principal component analysis (PCA) of the RNA-seq data showed that the gene expression profiles of the mTEC^lo^ subfraction differed significantly among wild-type (WT), WT-RANKL-Ab, *Cd40* ^–/–^, and *Cd40* ^–/–^RANKL-Ab mice (**Supplementary Figure 1B**). Differentially expressed genes (DEGs) were identified using a threshold of a 2-fold change with an FDR P-value < 0.05 (**Figure 2A**, **Supplementary Table 1**). The administration of RANKL-Ab to wild-type (WT) mice led to the up-regulation of 111 genes and down-regulation of 274 genes. The deletion of CD40 resulted in the up-regulation of 255 genes and down-regulation of 277 genes. Notably, administering RANKL-Ab to *Cd40* ^–/–^ mice induced the up-regulation of 313 genes and down-regulation of 819 genes compared to WT-RANKL-Ab mice. Venn diagram analysis of the DEG sets revealed a significant reduction of 492 genes specifically in *Cd40* ^–/–^RANKL-Ab mice (**Figure 2B**). These results highlight the redundant and additive effects of RANK and CD40 signaling in regulating gene expression in immature mTECs.

**Figure 2:**
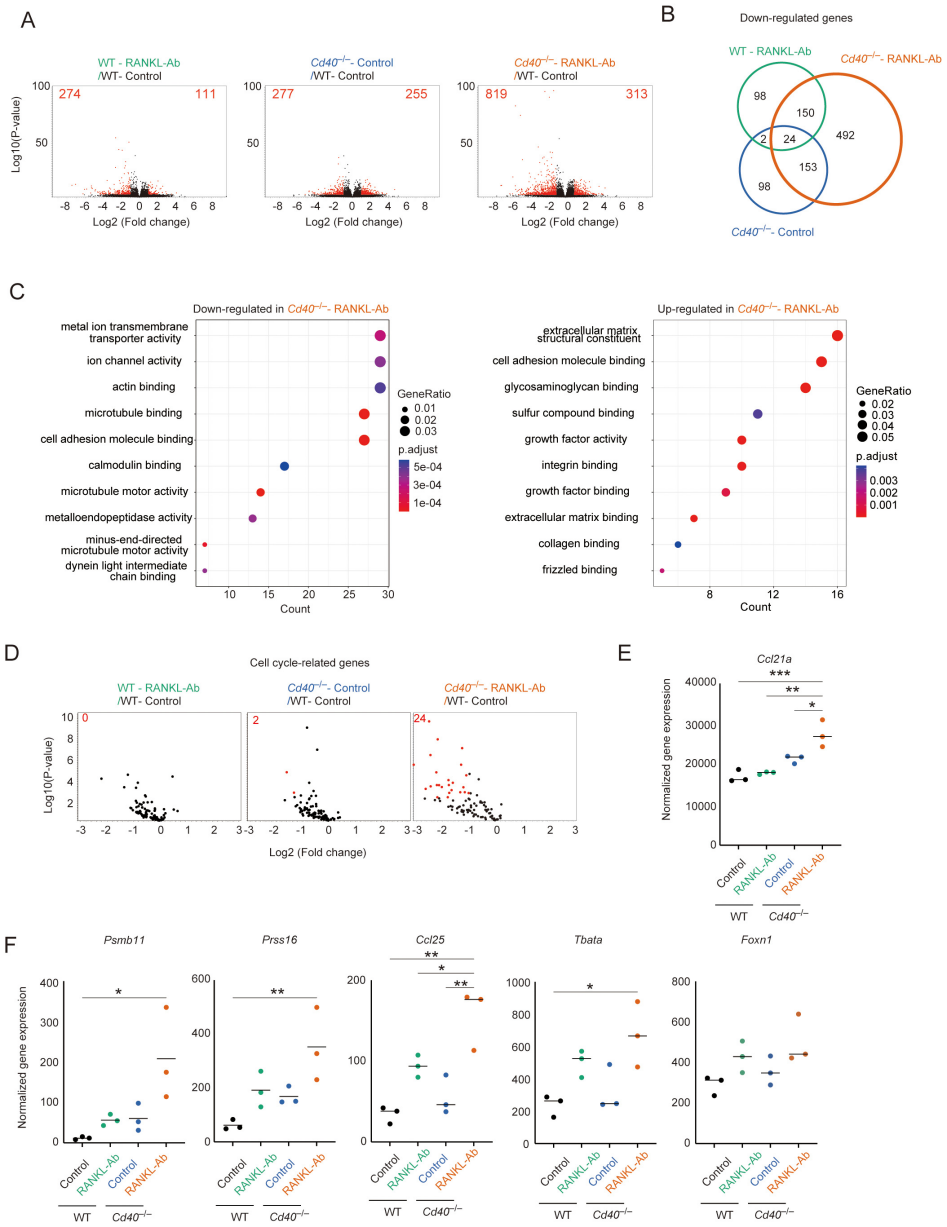
RNA-seq analysis of mTEC^lo^ fraction from wild-type and *Cd40*-deficient mice receiving neutralizing RANKL antibody. **(A)** Volcano plots of differentially expressed genes from bulk RNA-seq data of wild-type (WT) treated with control IgG (WT-Control), WT treated with neutralizing RANKL antibody (WT-RANKL-Ab), *Cd40*-deficient (*Cd40* ^–/–^) mice treated with control-IgG (*Cd40* ^–/–^Control), and *Cd40* ^–/–^ mice treated with RANKL-Ab (*Cd40* ^–/–^RANKL-Ab) at 6-week-old age. Red dots in volcano plots indicate genes for which expression differed significantly between the two samples (FDR P-value < 0.05, Fold change > 2). Numbers of differentially expressed genes are shown in the panels. The log2 fold change is plotted on the x-axis, and the log10 P-value is plotted on the y-axis. P-values were determined by Baggerley’s test (32) **(B)** The Venn diagram illustrates the overlap of down-regulated genes among three samples compared to WT mice treated with control-IgG. **(C)** Gene ontology enrichment analysis of the down-regulated genes and up-regulated genes in *Cd40^–/–^* mice treated with RANKL-Ab compared to WT mice treated with control-IgG. **(D)** Volcano plots of differential expression of cell cycle-related gene sets. Red dots in volcano plots indicate genes for which expression differed significantly between the two samples (FDR P-value < 0.05, Fold change > 2). For cell cycle-related gene sets, mouse orthologues of the previously reported human cell cycle-related gene sets (33) were used. Numbers of differentially expressed genes are shown in the panels. The log2 fold change is plotted on the x-axis, and the log10 P-value is plotted on the y-axis. P-values were determined by Baggerley’s test (32). **(E)** Dot plot showing normalized gene expression value of *Ccl21a*. The horizontal lines show the mean. Data were statistically analyzed using one-way ANOVA followed with multiple comparisons by Tukey’s test. Significant differences are indicated by *p < 0.05, **p < 0.01, ***p < 0.001. **(F)** Dot plots showing normalized gene expression value of some cTEC-associated genes. Data were statistically analyzed using one-way ANOVA followed with multiple comparisons by Tukey’s test. The horizontal lines show the mean. Significant differences are indicated by *p < 0.05, **p < 0.01.

Gene Ontology (GO) analysis of down-regulated gene sets in the mTEC^lo^ subfraction from *Cd40* ^–/–^RANKL-Ab mice, compared to WT-control mice, revealed significant enrichment in GO terms associated with ion transport, cytoskeletal organization, and microtubule motor activity (**Figure 2C**, **Supplementary Table 2**). This suggests that RANK and CD40 signaling promote the expression of these gene sets in the mTEC^lo^ subfraction. Alternatively, there may be a reduction in the frequency of post-Aire mimetic mTECs that express these gene sets but not L1CAM and Ly6d, potentially influenced by RANK and CD40 signaling. Additionally, GO analysis of up-regulated gene sets indicated an increase in certain genes encoding extracellular matrix proteins, such as those in the collagen family, and cell adhesion molecules, including integrins (**Figure 2C**, **Supplementary Table 2**). Interestingly, genes coding for specific growth factor families and frizzled-binding molecules were also up-regulated (**Figure 2C**, **Supplementary Table 2**).

In addition to the GO analysis, we found that cell cycle-related gene sets were down-regulated following the disruption of RANK and CD40 signaling (**Figure 2D**). Furthermore, *Ccl21a* expression was up-regulated in the mTEC^lo^ subfraction of *Cd40* ^–/–^RANKL-Ab mice (**Figure 2E**). These findings suggest that RANK and CD40 signaling may initiate the differentiation of CCL21^+^ mTECs into transit-amplifying TECs, which serve as precursor cells for Aire^+^ mTECs (15). Alternatively, the increased expression of *Ccl21a* in the mTEC^lo^ subfraction might be due to a higher proportion of *Ccl21a*-expressing cells, resulting from a reduction in the frequency of post-Aire mimetic mTECs in this subfraction.

Interestingly, genes typically associated with cTECs, including *Psmb11*, *Prss16*, *Tbata*, and *Ccl25*, were up-regulated in the mTEC^lo^ subfraction of *Cd40^–/–^* RANKL-Ab mice (**Figure 2F**). The expression level of mRNA coding FOXN1, which regulates the expression of these genes, showed a similar trend, although the change was not statistically significant (**Figure 2F**). This observation suggests that RANK and CD40 signaling may help suppress the aberrant expression of certain cTEC-associated genes in mTECs, potentially through the downregulation of FOXN1.

### Single-cell RNA-seq analysis suggested that RANK and CD40 signaling indirectly regulate gene expressions in cTECs and TEC progenitors in the thymus

Given the high heterogeneity of TECs, the mTEC^lo^ subfraction identified by flow cytometric analysis may encompass multiple TEC subsets including various types of post-Aire mTECs as well as immature mTECs. To gain a more comprehensive understanding of the changes in frequency and gene expression profiles of TECs following the depletion of these cytokine signals, we conducted single-cell RNA sequencing (scRNA-seq) analysis. 

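Cells of the droplet-based experiment carried the surface phenotype of TECs and came from mice 6 weeks old. The mice had received the RANKL-neutralizing antibody at 5 mg/kg or a control IgG 2 weeks earlier, at 4 weeks of age. Cells of 3 mice were pooled into 1 library per condition, so 4 libraries stand for 4 conditions and no condition has a replicate. In droplet-based scRNA-seq each cell is captured in a droplet, and each of its mRNA molecules receives the barcode of the cell and a unique molecular identifier (UMI). The paper names version 3.1 of the library kit, whereas the sample labels name version 2. The authors trimmed the reads with Fastp, aligned them to mm10 (GRCm38) with Cell Ranger 5.0.1 and deposited UMI counts without normalization for the barcodes called as cells. These counts held 10590 barcodes and 95607338 UMIs for WT-Control, 7446 barcodes and 48888745 UMIs for WT-RANKL-Ab, 9118 barcodes and 66755852 UMIs for Cd40-/- Control, and 2099 barcodes and 19175068 UMIs for Cd40-/- RANKL-Ab. Cells with at least 200 genes and at most 25% of UMIs from mitochondrial genes were kept. This left 10218 cells of WT-Control with a median of 7621.5 UMIs, 7164 of WT-RANKL-Ab with 6086, 8591 of Cd40-/- Control with 6267, and 2082 of Cd40-/- RANKL-Ab with 7531.5. Shares of cells are given with exact Clopper-Pearson 95% intervals. Expression is the sum of UMIs of a gene over the cells of a cluster and library, per 1000000 UMIs of those cells (CPM), with an exact Poisson interval. Log2 ratios are to WT-Control, with an interval from the exact conditional distribution of both counts. All intervals cover counting error and not the differences between mice or preparations. Those of CPM and of its ratios treat the summed UMIs as a Poisson count. They leave out the differences between cells as well, and are too narrow where few cells hold many of the UMIs. Without replicate libraries no test between conditions was run, and single cells were not counted as replicates. Cd40 (ENSMUSG00000017652) lies on chromosome 2 from 165055627 to 165072948 of GRCm38 and gave 110.0 CPM (95% interval, 108 to 112) over all cells of WT-Control from 10480 UMIs. The level of Cd40 was 28.8 CPM in WT-RANKL-Ab, 5.75 CPM in Cd40-/- Control from 381 UMIs, and 4.75 CPM in Cd40-/- RANKL-Ab from 91 UMIs. Both libraries labeled as deficient in Cd40 thus had the lowest levels of its mRNA.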

Droplet-based scRNA-seq was performed on the TEC fraction (EpCAM^+^CD45^–^TER119^–^) isolated from WT-control, WT-RANKL-Ab, *Cd40* ^–/–^control, and *Cd40* ^–/–^RANKL-Ab mice. After quality control (**Supplementary Figure 2**) and integration of these scRNA-seq data (**Figure 3A**), TEC clusters were defined based on the expression of marker genes (**Figure 3A**, **Supplementary Figure 3**). 

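The libraries were integrated with Seurat's anchors over 30 dimensions and clustered at resolution 0.43, the settings given in the methods. Of the 2000 integration features, 60 genes that are compared between conditions were left out, so that clusters were not drawn by the genes under comparison. Cell cycle genes were not regressed out, a step that the methods name without saying where it entered. Clustering gave 17 clusters, which were named from marker genes, with score limits set after the clusters were seen, and carry the suffix -like. Cluster 0 with 4986 cells was CCL21+ mTEC-like, cluster 1 with 4691 cells Aire+ mTEC-like, cluster 4 with 1809 cells TA-TEC-like, cluster 5 with 1721 cells progenitor-like, cluster 6 with 1646 cells cTEC-like and cluster 7 with 1634 cells tuft-like. Post-Aire microfold-like, neuroendocrine-like and ciliated-like cells formed clusters of 479, 204 and 161 cells. Cluster 2, led by Gpx3, Mgp and Ccl21a, stayed unnamed because its scores for progenitors (1.40) and for CCL21+ mTECs (1.30, both mean log2 folds of the markers over the other cells) lay within 0.2 of each other. Cluster 3 stayed unnamed between a pair of post-Aire programs, enterohepatic (2.08) and keratinocyte (1.95). No class reached the minimum score of 0.5 in cluster 8, where the markers of Aire+ mTECs scored 0.24. Cluster 9 had a median of 973 UMIs, and Pth, Chga, Hspa1b and mitochondrial genes were among its leading genes. It stayed unnamed with 1 of 3 parathyroid markers detected. Its cells count in the denominators. The highest median, 17316 UMIs, belonged to the nurse cTEC-like cluster 11, whose cells carry T cell genes beside cTEC genes and can therefore hold doublets. T cell-like cells numbered 601 and had a median of 1205 UMIs. Scrublet called 0, 1, 0 and 4 cells of the 4 libraries as doublets, under 0.5% of each, so its calls were not used to remove cells.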

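In WT-Control, the CCL21+ mTEC-like cluster held 1807 of 10218 cells, or 17.7% (95% interval, 16.9% to 18.4%). Cluster 2, whose leading genes include Ccl21a, held 11.3% (95% interval, 10.7% to 11.9%), and both clusters together 29.0%. The Aire+ mTEC-like cluster held 24.0% (95% interval, 23.1% to 24.8%). Aire (ENSMUSG00000000731; chromosome 10, 78030022 to 78043610) was also found in cluster 3, at 275 CPM, and in cluster 8, at 491 CPM, against 668 CPM in the Aire+ mTEC-like cluster. Cluster 3 made up 15.2% (95% interval, 14.6% to 16.0%) and cluster 8 5.51% (95% interval, 5.08% to 5.97%), and the sum of these Aire-expressing clusters was 44.7%. Of the remaining clusters, TA-TEC-like cells were 8.25% (95% interval, 7.72% to 8.80%), the post-Aire clusters with a name 3.90% (95% interval, 3.54% to 4.30%), and tuft-like cells 5.49% (95% interval, 5.06% to 5.95%). The cTEC-like share was 1.91% (95% interval, 1.65% to 2.19%) and the nurse cTEC-like share 0.372% (95% interval, 0.263% to 0.510%). Cells of cluster 9, with few UMIs, made up 4.05% there, 4.86% of WT-RANKL-Ab, 4.39% of Cd40-/- Control and 4.42% of Cd40-/- RANKL-Ab.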

In WT-control mice, percentages of CCL21^+^ mTECs, Aire^+^ mTECs, TA-TECs, post-Aire mimetic cells, tuft-like TECs, and cTECs were 34.2%, 41.9%, 8.1%, 6.5%, 5.6%, and 1.7%, respectively (**Supplementary Table 3**). Given that CCL21^+^ mTECs, tuft-like mTECs, and a portion of Post-Aire mimetic cells belong to the mTEC^lo^ population, while Aire^+^ mTECs and the majority of TA-TECs fall within the mTEC^hi^ population, these data are relatively consistent with the flow cytometric data shown in **Figure 1**. However, cTECs appear at lower frequencies than in the flow cytometry data, which may be due to cell loss during preparation and quality control or because the cTEC fraction (Ly51^+^UEA-1^–^) in flow cytometric analysis includes other cell types. In addition to the relatively well-characterized TEC subsets, we determined a cluster (Cluster 9 in **Figure 3A**) that appears to correspond to the early TEC progenitor population previously described (19), characterized by expression of *Psmb11*, *Prss16*, *Pdpn* and *Krt5* (**Figure 3B**, **Supplementary Figure 3**).

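The progenitor-like cluster held 191 cells of WT-Control, or 1.87% (95% interval, 1.62% to 2.15%). Psmb11 (ENSMUSG00000072423) lies on chromosome 14 from 54621433 to 54629556. With every cell thinned to 1000 UMIs, a UMI of Psmb11 was found in 13.4% of progenitor-like cells and in 62.4% of cTEC-like cells. In tuft-like cells, which should lack the gene, the share was 0.371%. Before thinning, the median depth was 6291 UMIs in progenitor-like and 7144 UMIs in tuft-like cells. Prss16 (ENSMUSG00000006179) lies on chromosome 13 from 22002173 to 22009742 and was at 397 CPM in progenitor-like cells and 6615 CPM in cTEC-like cells. For Krt5 (ENSMUSG00000061527; chromosome 15, 101707070 to 101712898), the level was 457 CPM in progenitor-like cells, 1789 CPM in CCL21+ mTEC-like cells and 104 CPM in cTEC-like cells. Pdpn (ENSMUSG00000028583; chromosome 4, 143267431 to 143299564) is among the markers that gave the cluster its name, at 107 CPM against 8.04 CPM in cTEC-like and 13.7 CPM in tuft-like cells. The other leading genes of the cluster included Ackr4, Dcn and Serpinf1.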

**Figure 3:**
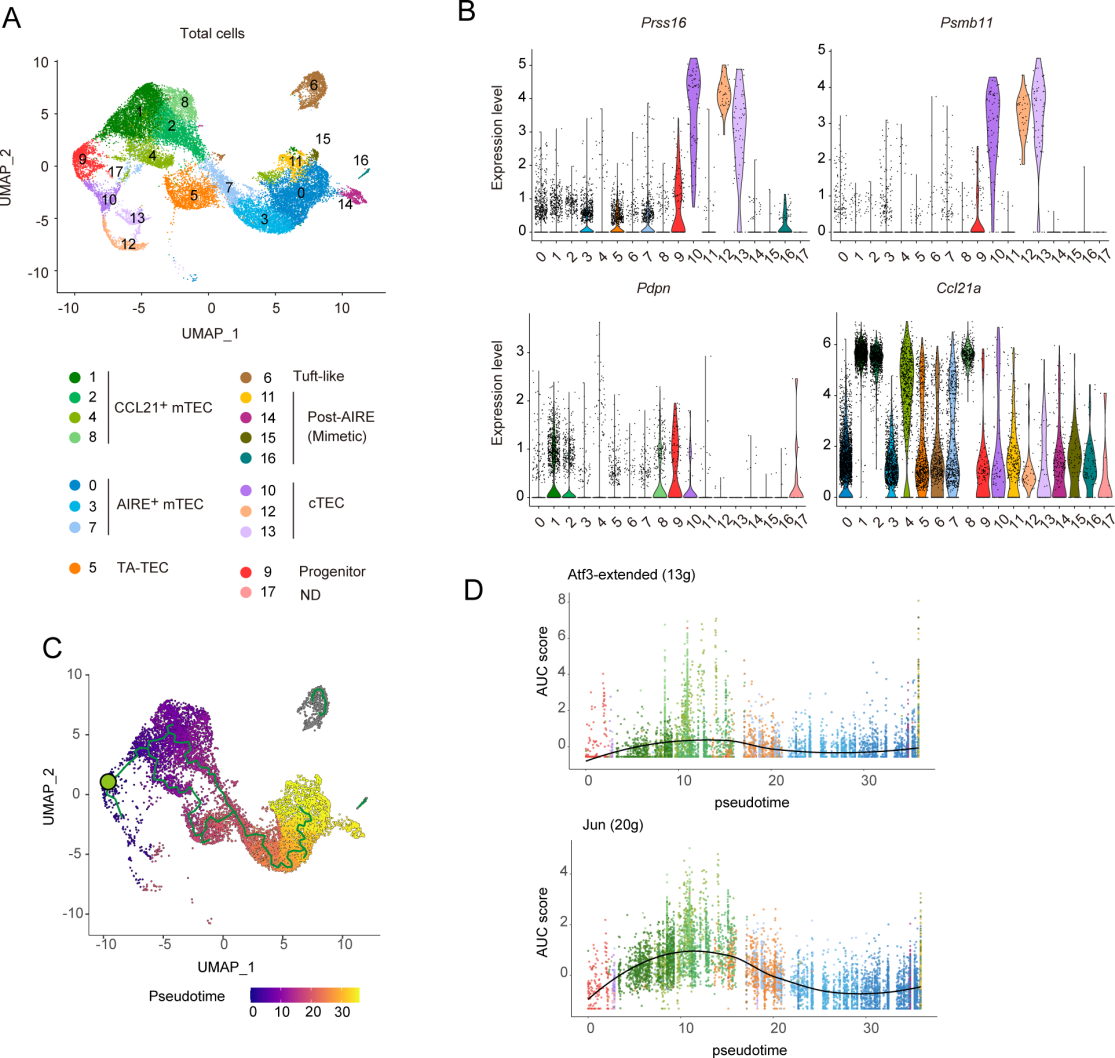
Single RNA-seq analysis of TECs from wild-type and *Cd40*-deficient mice receiving neutralizing RANKL antibody. **(A)** Uniform Manifold Approximation and Projection (UMAP) plot of droplet-based scRNA-seq data of TECs (CD45^–^Ter-119^–^EpCAM^+^). The scRNA-seq data from wild-type (WT) mice treated with control IgG, WT mice treated with a neutralizing RANKL antibody (RANKL-Ab), *Cd40*-deficient (*Cd40* ^–/–^) mice treated with control IgG, and *Cd40* ^–/–^ mice treated with RANKL-Ab were integrated using the Seurat package. These mice were sacrificed at 6-week-old age, 2 weeks after antibody treatment. In the plot, cell clusters are distinguished by colors and numbers and are assigned based on marker gene expression (**Supplementary Figure 3**). T cell cluster was removed, and cluster 12 showed expression of Lck (**Supplementary Figure 3**) and were assigned as nurse cTECs. **(B)** Violin plots showing the expression levels of *Prss16*, *Psmb11*, *Pdpn*, and *Ccl21a* in each cluster. The expression levels of these genes in WT treated with control IgG were exhibited. Each dot represents expression levels in individual cells. **(C)** Monocle trajectory and pseudotime analyses of TEC scRNA-seq data from WT treated with control IgG. The green circle indicates the root node when cluster 9 is considered as TEC progenitors. **(D)** Plot of the area under the recovery curve (AUC), which reflects the enrichment of each regulon, versus pseudotime predicted from Monocle. The regulon of ATF3 and JUN were determined by the SCENIC program. The number of regulons for each gene is shown in parentheses. ATF3-”extended” includes both high-confidence annotations (which are based on direct annotation and those inferred by orthology) as well as lower-confidence annotations that are inferred by motif similarity.

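Monocle was not run here, and the position of the progenitor-like cells of WT-Control was measured on the 30 integrated dimensions instead. Each of these cells has 30 nearest neighbours among the WT-Control cells outside its own cluster, which makes 5730 neighbours. Of these, 77.6% lay in cluster 2, whose markers are shared between progenitors and CCL21+ mTECs, and 16.1% in the cTEC-like cluster. The CCL21+ mTEC-like cluster held 0.279% of the neighbours and cluster 8 3.89%. Relative to the number of cells available in each cluster, cTEC-like cells were 8.26 times and cells of cluster 2 6.76 times as frequent among the neighbours as among the cells searched. The centre of the progenitor-like cluster was 14.7 units from the centre of cluster 2, 17.0 from that of the CCL21+ mTEC-like cluster and 20.2 from that of the cTEC-like cluster. The centre of cluster 2 was 5.71 units from that of the CCL21+ mTEC-like cluster. Centres of the CCL21+ mTEC-like and cTEC-like clusters were 20.3 units apart, and the cTEC-like centre was 20.1 units from cluster 2 and 20.0 from the Aire+ mTEC-like cluster. Neighbours and distances describe similarity of expression and give no direction of differentiation.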

Monocle trajectory analysis (34) using WT-Control TEC clusters indicated that cluster 9 is situated between the CCL21^+^ mTEC and cTEC clusters (**Figure 3C**), supporting the idea that this cluster likely represents a progenitor TEC population. 

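Regulon activities and pseudotime were not analysed here, and the levels of AP-1 genes themselves in WT-Control were as follows. Atf3 (ENSMUSG00000026628) lies on chromosome 1 from 191170296 to 191218039 and was at 60.1 CPM in progenitor-like cells, 83.8 CPM in cluster 2 and 122 CPM in CCL21+ mTEC-like cells. For Jun (ENSMUSG00000052684; chromosome 4, 95049034 to 95052222), the levels were 555 CPM in progenitor-like cells, 896 CPM in cluster 2 and 1199.8 CPM in CCL21+ mTEC-like cells. Fos (ENSMUSG00000021250; chromosome 12, 85473890 to 85477273) had 363 CPM in progenitor-like cells, 484 CPM in cluster 2 and 491 CPM in CCL21+ mTEC-like cells. Junb (ENSMUSG00000052837; chromosome 8, 84974484 to 84978718) was found at 478 CPM in progenitor-like cells, 488 CPM in cluster 2 and 609 CPM in CCL21+ mTEC-like cells. These levels rest on 89 UMIs of Atf3, 822 of Jun, 537 of Fos and 707 of Junb in the progenitor-like cells.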

When the root node was set in cluster 9 (indicated by the green circle in **Figure 3C**), a combined analysis using Monocle and SCENIC tools (35) demonstrated an increased activity of ATF3- and JUN-associated regulons—groups of genes regulated by shared transcription factors—during the differentiation of progenitor clusters into CCL21^+^ mTECs (**Figure 3D**, **Supplementary Table 2**). These findings suggest that the activities of these AP-1 transcription factors may play a role in driving the differentiation of progenitor cells into the mTEC lineage.

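Of 2082 cells of Cd40-/- RANKL-Ab, 4 were Aire+ mTEC-like, or 0.192% (95% interval, 0.0524% to 0.491%), with a log2 ratio of -6.96 (95% interval, -8.84 to -5.60) to the share in WT-Control. When the libraries were merged without integration, the setting that moved this ratio most for the matching cluster, it was -8.04. Cluster 3 held 0.817% (95% interval, 0.476% to 1.30%) of the cells, with a log2 ratio of -4.22 (95% interval, -5.01 to -3.54). The TA-TEC-like share was 0.624% (95% interval, 0.333% to 1.07%), from 13 cells, and its log2 ratio -3.72 (95% interval, -4.64 to -2.94). The post-Aire clusters with a name held 2 cells, or 0.0961% (95% interval, 0.0116% to 0.347%), with a log2 ratio of -5.35 (95% interval, -8.40 to -3.48). Microfold-like and ciliated-like cells were not found, and 0 of 2082 cells allows a share of up to 0.144% by the limit of 3 cells, or 0.177% by the exact interval. Tuft-like cells made up 3.03% (95% interval, 2.33% to 3.86%), a log2 ratio of -0.86 (95% interval, -1.26 to -0.48).

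**Figure D1:**
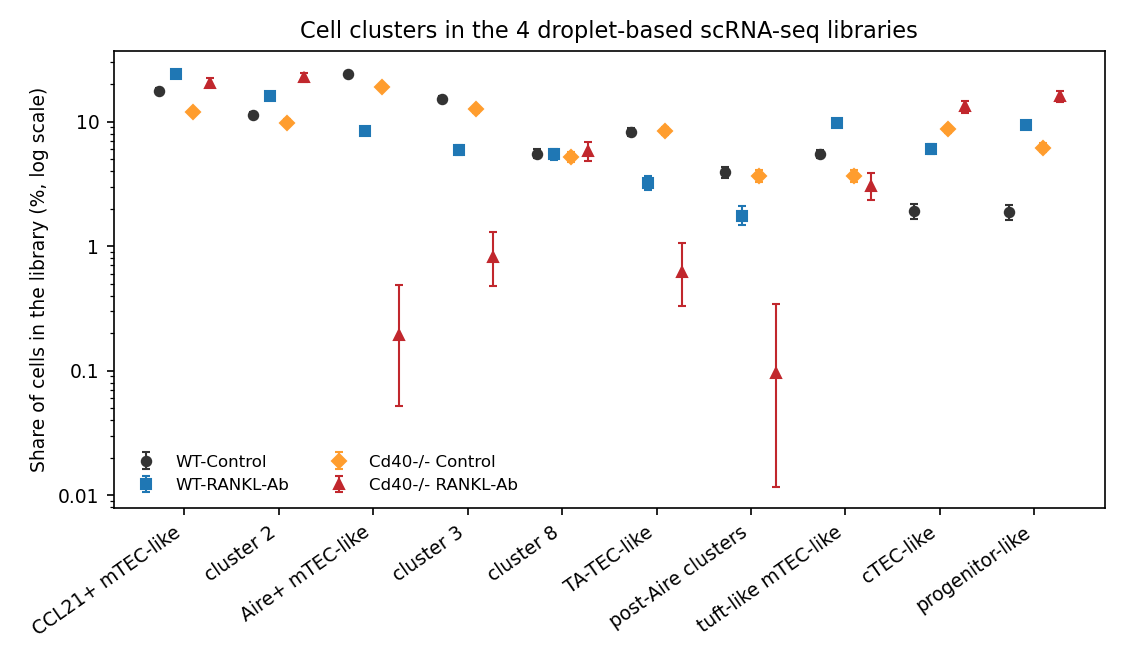
Share of cells (percent of all cells kept in a library, log scale) in 10 clusters or groups of clusters for the 4 libraries; points are shares and bars exact 95% binomial intervals for counting error. The Aire+ mTEC-like share runs from 24.0% in WT-Control to 0.192% in Cd40-/- RANKL-Ab, and the progenitor-like share from 1.87% to 15.9%.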

Comparison of the scRNA-seq data clusters among WT-control, WT-RANKL-Ab, *Cd40* ^–/–^control, and *Cd40* ^–/–^RANKL-Ab mice revealed a marked reduction in the frequencies of Aire^+^ mTECs, TA-TECs, post-Aire mTECs, and tuft-like mTECs in *Cd40* ^–/–^RANKL-Ab mice (**Figures 4A, B**). In contrast, RANKL-Ab administration in wild-type mice resulted in a milder reduction of these mTEC subsets (**Figures 4A, B**). These findings are consistent with those from flow cytometric analysis, further supporting the functional overlapping of RANK and CD40 signaling in mTEC maintenance in the adult thymus. In contrast, the CCL21^+^ mTEC, cTEC, and TEC progenitor clusters appeared to remain in the thymus of *Cd40* ^–/–^RANKL-Ab mice. 

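In WT-RANKL-Ab, 8.43% (95% interval, 7.80% to 9.10%) of the cells were Aire+ mTEC-like, a log2 ratio of -1.51 (95% interval, -1.64 to -1.38), and in Cd40-/- Control 19.0% (95% interval, 18.2% to 19.9%), a log2 ratio of -0.33 (95% interval, -0.42 to -0.24). The Aire+ mTEC-like cells of WT-RANKL-Ab were shallow, with a median of 1366 UMIs. Among cells with at least 2000 UMIs, an alternative chosen after seeing the data, the log2 ratio of WT-RANKL-Ab was -3.05. TA-TEC-like cells made up 3.21% (95% interval, 2.81% to 3.65%) in WT-RANKL-Ab and 8.42% (95% interval, 7.84% to 9.02%) in Cd40-/- Control, with log2 ratios of -1.36 (95% interval, -1.58 to -1.15) and 0.03 (95% interval, -0.12 to 0.17). For cluster 3, the share was 5.95% in WT-RANKL-Ab and 12.5% in Cd40-/- Control. The named post-Aire clusters held 1.76% (95% interval, 1.47% to 2.09%) and 3.69% (95% interval, 3.30% to 4.11%), with log2 ratios of -1.15 and -0.08. Tuft-like cells were 9.73% (95% interval, 9.05% to 10.4%) of WT-RANKL-Ab, a log2 ratio of 0.83 (95% interval, 0.66 to 0.99), and 3.64% of Cd40-/- Control, a log2 ratio of -0.59 (95% interval, -0.80 to -0.39).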

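The CCL21+ mTEC-like share was 20.5% (95% interval, 18.8% to 22.3%) in Cd40-/- RANKL-Ab, a log2 ratio of 0.21 (95% interval, 0.06 to 0.37). Without integration the ratio of the matching cluster was -2.23, the opposite direction, while that of cluster 2 was 1.86. In WT-RANKL-Ab the CCL21+ mTEC-like share was 24.2%, and in Cd40-/- Control 11.9%. Cluster 2 held 22.6% (95% interval, 20.8% to 24.5%) of Cd40-/- RANKL-Ab, 16.1% of WT-RANKL-Ab and 9.82% of Cd40-/- Control, whose log2 ratio of -0.20 was 0.21 without integration. Both clusters together made up 43.1% (95% interval, 41.0% to 45.3%) of Cd40-/- RANKL-Ab, with a log2 ratio of 0.57 (95% interval, 0.47 to 0.68). Of the cells of Cd40-/- RANKL-Ab, 13.2% (95% interval, 11.8% to 14.7%) were cTEC-like, against 6.06% in WT-RANKL-Ab and 8.64% in Cd40-/- Control, with log2 ratios of 2.79 (95% interval, 2.52 to 3.06), 1.67 and 2.18. Nurse cTEC-like cells were 4.47% of Cd40-/- RANKL-Ab, 2.46% of WT-RANKL-Ab and 3.29% of Cd40-/- Control. The progenitor-like share was 15.9% (95% interval, 14.4% to 17.6%) in Cd40-/- RANKL-Ab, 9.35% (95% interval, 8.69% to 10.1%) in WT-RANKL-Ab and 6.15% (95% interval, 5.65% to 6.67%) in Cd40-/- Control, with log2 ratios of 3.09 (95% interval, 2.83 to 3.36), 2.32 and 1.72. Shares of a library sum to 100%, so a loss of Aire+ mTEC-like cells raises the other shares, and absolute numbers of cells were not measured by these libraries. Counted per 100 cells of clusters 0 and 2, which leaves Aire+ mTEC-like cells out, there were 6.59 cTEC-like and 6.45 progenitor-like cells in WT-Control, and 30.6 and 37.0 in Cd40-/- RANKL-Ab.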

Within the Aire^+^ mTEC clusters, Cluster 7, which likely represents a non-proliferative transition stage between CCL21^+^ mTECs and Aire^+^ TA-TECs, was less affected in *Cd40* ^–/–^RANKL-Ab mice. This observation suggests that depletion of both RANKL and CD40 signaling may lead to a differentiation arrest of mTECs at this stage.

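Cluster 8, led by Tmem158, Hes6 and Nkx6-2, held 5.76% (95% interval, 4.80% to 6.85%) of Cd40-/- RANKL-Ab, a log2 ratio of 0.06 (95% interval, -0.23 to 0.35), 5.47% of WT-RANKL-Ab and 5.18% of Cd40-/- Control. Its cells expressed different genes in the libraries. Aire was at 6.95 CPM in cluster 8 of Cd40-/- RANKL-Ab and 59.2 CPM in that of WT-RANKL-Ab, against 495 CPM in Cd40-/- Control. Ccl21a, whose UMIs can be shared with near-identical gene copies, was at 2496 CPM in WT-Control and 13560.3 CPM in Cd40-/- RANKL-Ab, and Prss16 at 109.6 and 2852 CPM. The share depended on the clustering. With all 2000 integration features the log2 ratio of the matching cluster was -3.79, at resolution 0.8 it was -0.56, and without integration it was 4.30. Tmem158, Hes6 and Nkx6-2 were named after their values were seen.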

**Figure 4:**
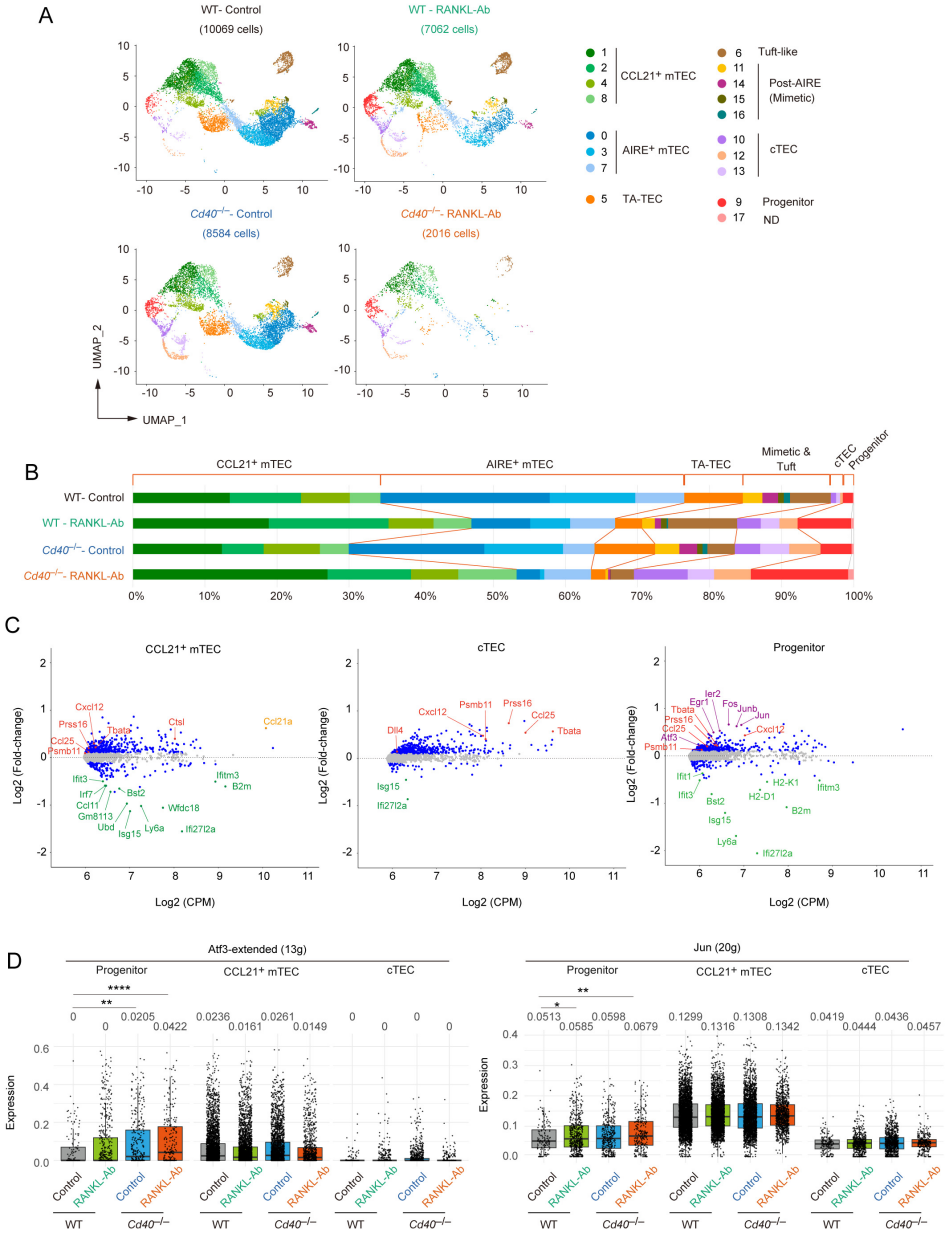
Differentially expressed gene and trajectory analyses of single-cell RNA-seq data from wild-type and *Cd40*-deficient mice receiving neutralizing RANKL antibody. **(A)** UMAP plot of droplet-based scRNA-seq data of TECs (CD45^–^Ter-119^–^EpCAM^+^) from wild-type (WT) mice treated with control IgG (WT-Control), WT mice treated with a neutralizing RANKL antibody (WT-RANKL-Ab), *Cd40*-deficient (*Cd40* ^–/–^) mice treated with control IgG (*Cd40* ^–/–^ Control), and *Cd40* ^–/–^ mice treated with RANKL-Ab (*Cd40* ^–/–^ RANKL-Ab). The integrated UMAP plot in **Figure 3** was separated into each data set. The number of sequenced cells after the quality control is indicated in parentheses. **(B)** Percentages of cell subsets in total TECs were compared among the scRNA-seq data from WT-Control, WT-RANKL-Ab, *Cd40* ^–/–^ Control, and *Cd40* ^–/–^ RANKL-Ab mice. **(C)** MA plots show differentially expressed genes between WT-control and *Cd40* ^–/–^ RANKL-Ab mice from scRNA-seq data for each cell cluster subset. The log2 average expression level (CPM) is plotted on the x-axis, and the log2 fold change is plotted on the y-axis. Genes with log2 fold change greater than 0.15 or less than –0.15 (FDR P <0.05) are represented by blue dots. Red dots indicate cTEC-associated genes, violet dots indicate AP-1 transcription factor genes, and green dots indicate interferon-stimulated genes. The orange dot represents Ccl21a. **(D)** Total expression of ATF3 and JUN regulon genes in the TEC progenitors, CCL21^+^ mTECs, and cTECs subclusters of WT-Control, WT-RANKL-Ab, *Cd40* ^–/–^ Control, and *Cd40* ^–/–^ RANKL-Ab mice. * *p < 0.05, **p < 0.01, and ****p < 0.0001.

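TA-TEC-like cells were split by Ccl21a (ENSMUSG00000094686; chromosome 4, 42772860 to 42773993), with cells at 20 or more UMIs per 10000 called Ccl21a-high. Several near-identical copies of the gene lie in the same region, so its level is uncertain. In WT-Control, Ccl21a-high TA-TEC-like cells had 10348 CPM of Ccl21a and 136 CPM of Aire, and the other TA-TEC-like cells 256 and 461 CPM. Of the TA-TEC-like cells, 27.4% (95% interval, 24.4% to 30.5%) were Ccl21a-high in WT-Control, 88.3% (95% interval, 83.4% to 92.1%) in WT-RANKL-Ab and 21.9% (95% interval, 18.9% to 25.0%) in Cd40-/- Control. In Cd40-/- RANKL-Ab they were 8 of 13 cells, or 61.5% (95% interval, 31.6% to 86.1%). With 50 UMIs per 10000 as the limit, the share in WT-RANKL-Ab moved to 68.7%.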

As previously reported (15), the TA-TEC subcluster was divided into *Aire* ^+^ TA-TECs and *Ccl21* ^+^ TA-TECs (**Supplementary Figure 4**). To address the influence of the depletion of RANK and CD40 signaling on proliferative activity of CCL21^+^ mTECs and AIRE^+^ mTECs, we estimated the proportion of *Ccl21* ^+^ TA-TECs within the total *Ccl21* ^+^ mTECs, and similarly for *Aire* ^+^ mTECs. 

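Of the CCL21+ mTEC-like and Ccl21a-high TA-TEC-like cells in sum, the TA-TEC-like cells made up 11.3% (95% interval, 9.99% to 12.8%) in WT-Control, 10.5% (95% interval, 9.16% to 11.9%) in WT-RANKL-Ab and 13.4% (95% interval, 11.5% to 15.5%) in Cd40-/- Control. In Cd40-/- RANKL-Ab they made up 1.84% (95% interval, 0.797% to 3.59%), from 8 of 435 cells. The intervals of WT-RANKL-Ab and Cd40-/- Control overlapped that of WT-Control. The log2 ratios to WT-Control were -0.11 (95% interval, -0.39 to 0.17) in WT-RANKL-Ab, 0.24 in Cd40-/- Control and -2.62 in Cd40-/- RANKL-Ab. Removing the cells with the highest Scrublet scores, an alternative chosen after seeing the data, moved the ratio of WT-RANKL-Ab to 0.24 (95% interval, -0.07 to 0.54), and both intervals include 0. Among Aire+ mTEC-like and Ccl21a-low TA-TEC-like cells, the TA-TEC-like cells made up 20.0% (95% interval, 18.6% to 21.5%) in WT-Control, 4.28% (95% interval, 2.84% to 6.16%) in WT-RANKL-Ab and 25.7% (95% interval, 23.9% to 27.6%) in Cd40-/- Control. Cd40-/- RANKL-Ab had 5 such cells among 9, too few to place the share, and the 5 TA-TEC-like cells carried 2015 CPM of the T cell gene Trbc2, against 5.35 CPM in WT-Control, so RNA of T cells is among their UMIs. Aire+ mTEC-like cells, the larger part of the denominator, differed in make-up in WT-RANKL-Ab, where 82.9% of thinned cells had a UMI of Ccl21a and 38.1% of Prss16, against 32.5% and 3.89% in WT-Control. The denominators of both libraries therefore do not hold like cells. With 50 UMIs of Ccl21a per 10000 as the limit, the share among Aire+ mTEC-like and Ccl21a-low TA-TEC-like cells was 21.4% in WT-Control and 10.7% (95% interval, 8.43% to 13.2%) in WT-RANKL-Ab, and the share among the CCL21+ mTEC-like and Ccl21a-high TA-TEC-like cells 8.92%, 8.36% and 9.74% in WT-Control, WT-RANKL-Ab and Cd40-/- Control.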

Data suggested that the proliferative activity of CCL21^+^ mTECs seemed to be influenced by the depletion of these signals (**Supplementary Figure 4**), which is consistent with bulk RNA-seq analysis (**Figure 2D**). Overall, scRNA-seq analysis suggested that RANK and CD40 signaling maintain the frequency of Aire^+^ mTECs and post-Aire mimetic mTECs by promoting the differentiation of CCL21^+^ mTEC into TA-TECs in the adult thymus.

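Counted among all cells of a library, Ccl21a-high TA-TEC-like cells were 2.26% (95% interval, 1.98% to 2.57%) in WT-Control, 2.83% (95% interval, 2.46% to 3.24%) in WT-RANKL-Ab, 1.84% (95% interval, 1.57% to 2.15%) in Cd40-/- Control and 0.384% (95% interval, 0.166% to 0.756%) in Cd40-/- RANKL-Ab. Ccl21a-low TA-TEC-like cells were 5.99% (95% interval, 5.54% to 6.47%), 0.377% (95% interval, 0.249% to 0.548%), 6.58% (95% interval, 6.06% to 7.12%) and 0.240% (95% interval, 0.0780% to 0.560%) in the same order, and 1.01% (95% interval, 0.787% to 1.26%) of WT-RANKL-Ab with a limit of 50 UMIs of Ccl21a per 10000. The share of Ccl21a-low cells in Cd40-/- RANKL-Ab rests on 5 cells, in which UMIs of the T cell gene Trbc2 were found as well. From the loss of TA-TECs, Aire+ mTECs and post-Aire cells beside CCL21+ mTECs that remain, the paper proposes that both signals act where CCL21+ mTECs become TA-TECs. It also draws on the proliferative share of CCL21+ mTECs and on its bulk RNA-seq. There, cell cycle genes were lower and Ccl21a higher, and for Ccl21a it names fewer post-Aire cells as an alternative.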

In line with findings from bulk RNA-seq analysis, differential gene expression analysis of scRNA-seq data revealed that the depletion of RANK and CD40 signaling leads to the up-regulation of cTEC-associated genes and *Ccl21a* in CCL21^+^ mTEC clusters (**Figure 4C**). Additionally, several interferon-stimulated genes (ISGs) were notably down-regulated in these clusters (**Figure 4C**). 

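In CCL21+ mTEC-like cells, Psmb11 was at 3.38 CPM (95% interval, 2.44 to 4.57) in WT-Control and 53.0 CPM (95% interval, 45.8 to 61.0) in Cd40-/- RANKL-Ab, a log2 ratio of 3.97 (95% interval, 3.48 to 4.49). Without integration this ratio was 2.03, its largest move. The log2 ratios of the other cTEC-associated genes were 2.27 (95% interval, 2.06 to 2.49) for Prss16, 1.51 (95% interval, 1.42 to 1.60) for Tbata, 1.84 (95% interval, 1.63 to 2.05) for Ccl25 and 0.85 (95% interval, 0.59 to 1.10) for Foxn1. In cluster 2, the ratios ran from 0.47 for Foxn1 to 2.76 for Psmb11. The median of the 5 genes was 1.80 in CCL21+ mTEC-like cells, at percentile 99.99 of 10000 random lists of like expression, and 1.19 in cluster 2, at percentile 99.97. It moved most with all 2000 integration features, to 2.70 in CCL21+ mTEC-like cells. A list of 10 cTEC genes that contains these 5 had medians of 1.65 and 1.16. The 5 genes also rose in tuft-like cells, with a median of 1.89, and in T cell-like cells, with 2.03. Of the 864 UMIs of these genes in tuft-like cells of Cd40-/- RANKL-Ab, 633 came from 1 cell. Ccl21a was at 23444 CPM in CCL21+ mTEC-like cells of WT-Control and 35618 CPM in those of Cd40-/- RANKL-Ab, a log2 ratio of 0.60 (95% interval, 0.59 to 0.61), and its log2 ratio in cluster 2 was 0.50 (95% interval, 0.49 to 0.51). All genes compared had a median log2 ratio of 0.11 in CCL21+ mTEC-like cells and 0.10 in cluster 2. Scaling by edgeR's TMM factors would lower every log2 ratio by 0.15 in the former and 0.13 in the latter. By rule, the genes with the largest changes among 10764 in CCL21+ mTEC-like cells were Klf2 (4.32), Fn1 (4.04) and Igfbp3 (4.01), which rose, and Ccl11 (-4.91), Irf7 (-5.66) and Isg15, which fell.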

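Isg15 (ENSMUSG00000035692; chromosome 4, 156199424 to 156200818) was at 1199 CPM (95% interval, 1179.6 to 1218) in CCL21+ mTEC-like cells of WT-Control and 70.3 CPM (95% interval, 62.0 to 79.4) in those of Cd40-/- RANKL-Ab, a log2 ratio of -4.09 (95% interval, -4.27 to -3.91). Bst2 had a log2 ratio of -2.26 (95% interval, -2.40 to -2.13) and B2m of -1.08 (95% interval, -1.11 to -1.06). In cluster 2, the ratios were -3.90 (95% interval, -4.04 to -3.75) for Isg15 and -1.32 (95% interval, -1.34 to -1.29) for B2m. A list of 48 interferon-stimulated genes, not taken from the paper, had a median log2 ratio of -1.90 in CCL21+ mTEC-like cells, below all of the random lists, with 47 genes lower and 0 higher. With a pseudocount of 10 CPM, the alternative that moved it most, the median was -1.60. Its median was -1.92 in cluster 2. In the other libraries, the median in CCL21+ mTEC-like cells was -0.69 for WT-RANKL-Ab and -0.09 for Cd40-/- Control.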

Interestingly, these changes in gene expression were observed not only in CCL21^+^ mTECs, which are the primary recipients of RANK and CD40 signaling, the primary recipients of RANK and CD40 signaling, but also in TEC progenitors and cTEC clusters (**Figure 4C**), with subcluster composition confirmed as unchanged in cTECs. (**Supplementary Figure 5**). 

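In progenitor-like cells of Cd40-/- RANKL-Ab, the log2 ratios were 0.51 (95% interval, 0.34 to 0.68) for Psmb11, 1.22 (95% interval, 1.09 to 1.35) for Prss16, 1.01 (95% interval, 0.92 to 1.10) for Tbata and 0.92 (95% interval, 0.80 to 1.05) for Ccl25. Without integration, the ratio of Psmb11 had the opposite direction, at -0.11. The median of the 5 cTEC-associated genes in progenitor-like cells was 0.92, at percentile 100 of the random lists, against 0.25 in WT-RANKL-Ab and 1.49 in Cd40-/- Control. In cTEC-like cells it was 0.13 in Cd40-/- RANKL-Ab, where the median of all genes compared was 0.14. The list of 10 cTEC genes had medians of 0.64 in progenitor-like and 0.23 in cTEC-like cells. In cTEC-like cells, Prss16 had a log2 ratio of 0.26 (95% interval, 0.22 to 0.29), Psmb11 of 0.04 (95% interval, -0.01 to 0.09) and Ccl25 of -0.05 (95% interval, -0.07 to -0.02), and the direction of Ccl25 changed with the mean over cells in place of pooled UMIs, to 0.38. The interferon-stimulated genes had a median of -1.51 in progenitor-like cells and -0.67 in cTEC-like cells of Cd40-/- RANKL-Ab. Isg15 had a log2 ratio of -3.02 (95% interval, -3.16 to -2.88) in progenitor-like cells and -1.52 (95% interval, -1.75 to -1.29) in cTEC-like cells. By rule, the genes with the largest rise in progenitor-like cells were Aqp3 (3.09), Gm12840 (2.15) and Gstp1 (2.14), and those with the largest fall Sprr1a (-7.38), Wfdc18 (-3.79) and Wfdc17, which had 0 UMIs in Cd40-/- RANKL-Ab, a count that allows up to 1.22 CPM at the 95% level. In cTEC-like cells they were Fosb (2.69), Fos (2.08) and Gstp1 (1.81) for the rise. For the fall they were S100a8 and Ctrb1, with 0 UMIs or up to 1.00 CPM in Cd40-/- RANKL-Ab, and Csn2, with 1 UMI and a log2 ratio of -9.25 (95% interval, -14.56 to -6.76). The cTEC-like clusters of both libraries differed in make-up. The median depth was 2686 UMIs in WT-Control and 12291 in Cd40-/- RANKL-Ab, a UMI of Prss16 was found in 65.8% and 94.9% of thinned cells, and 5 genes of Aire+ mTECs, chosen after seeing the data (Aire, Calcb, Csn2, S100a8 and Cd52), summed to 1038 and 77.3 CPM.

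**Figure D2:**
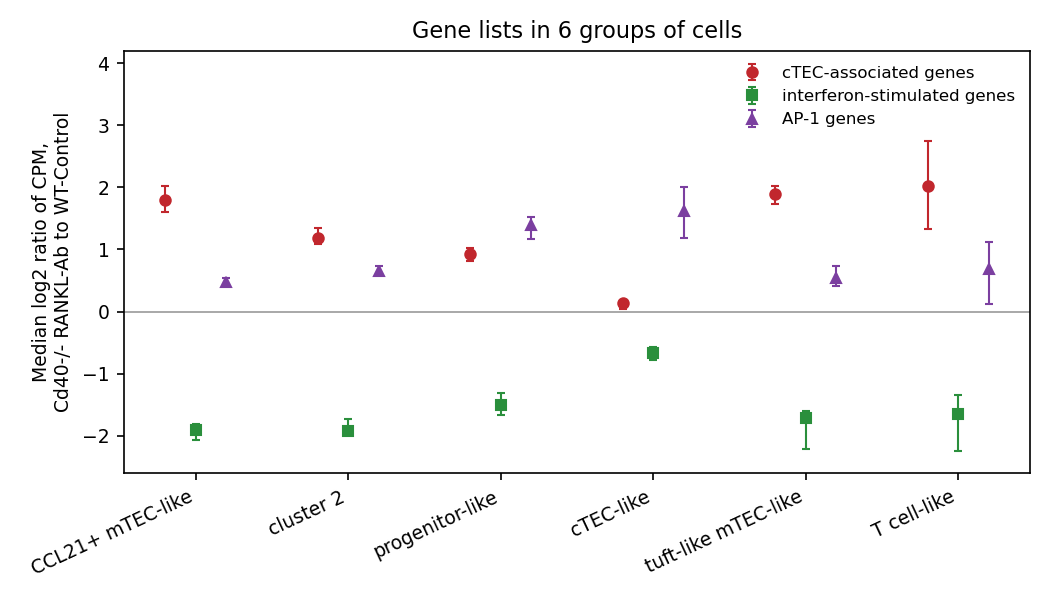
Median log2 ratio of CPM, Cd40-/- RANKL-Ab to WT-Control, for the cTEC-associated, interferon-stimulated and AP-1 genes in 6 clusters; points are medians over the genes of a list and bars 95% intervals from Poisson draws, which cover counting error. The interferon-stimulated genes lie below 0 in every cluster drawn, from -1.92 in cluster 2 to -0.67 in cTEC-like cells.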

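Tnfrsf11a (ENSMUSG00000026321) lies on chromosome 1 from 105780718 to 105847981 and encodes RANK. In WT-Control it had 12 UMIs in progenitor-like cells, or 8.11 CPM (95% interval, 4.19 to 14.2), and 29 UMIs in cTEC-like cells, or 17.9 CPM (95% interval, 12.0 to 25.8). The level was 87.4 CPM in CCL21+ mTEC-like cells and 45.7 CPM in cluster 2. Tuft-like cells had 44.2 CPM of Tnfrsf11a. Cd40 was at 16.2 CPM (95% interval, 10.4 to 24.1) in progenitor-like cells and 77.3 CPM (95% interval, 64.3 to 92.1) in cTEC-like cells of WT-Control.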

Given that the RANK expression of these cell types is virtually absent (**Supplementary Figure 5**), this unexpected finding suggests an indirect regulatory mechanism of gene expression driven by RANK and CD40 signaling. Furthermore, the loss of RANK and CD40 signaling resulted in the up-regulation of some AP-1 transcription factor genes within the progenitor cell subset (**Figure 4C**). 

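The ratios of the AP-1 genes in progenitor-like cells of Cd40-/- RANKL-Ab were 1.41 (95% interval, 1.08 to 1.75) for Atf3, 1.44 (95% interval, 1.31 to 1.58) for Fos, 1.12 (95% interval, 1.00 to 1.24) for Junb, 1.81 (95% interval, 1.57 to 2.06) for Egr1 and 1.16 (95% interval, 1.05 to 1.27) for Jun. Egr1 (ENSMUSG00000038418; chromosome 18, 34859823 to 34864984), which the paper lists with them, rose from 108 to 379.8 CPM. The median of these 5 genes was 1.40, at percentile 100 of the random lists. Clustering at resolution 0.8 moved it most, to 1.62. In the other libraries the median was 0.73 for WT-RANKL-Ab and 1.05 for Cd40-/- Control. The 8 genes of the AP-1 family had a median of 1.16 in Cd40-/- RANKL-Ab. A further list of 28 immediate early genes without the AP-1 family, of the kind induced when tissue is dissociated, had a median log2 ratio of 0.74 in the same cells. Heat shock genes, 10 in number, had a median of 0.37. The effect of dissociation on these genes was not measured.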

Consistently, the SCENIC analysis suggested an increase in the activity of ATF3- and JUN-inducing regulons in the progenitor TECs (**Figure 4D**). Collectively, these results imply that under normal conditions, RANK and CD40 signaling may act to indirectly suppress gene regulatory networks governed by AP-1 transcription factors in progenitor cells, highlighting a complex interplay of direct and indirect signaling pathways in maintaining TEC homeostasis.

### TEC progenitors are classified into subpopulations with unique gene expression profiles

Given that our data suggest TEC progenitors are indirectly influenced by RANK and CD40 signaling, we focused our analysis on these cells. Subclustering of the progenitor cluster from the scRNA-seq data revealed four distinct subclusters with unique gene expression profiles (**Figure 5A**, **Supplementary Table 4**), all exhibiting similar levels of *Pdpn* expression (**Figure 5B**). 

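The 1721 progenitor-like cells were clustered again without AP-1 genes, immediate early genes and the genes that the paper lists for S3 among the features, so that these could be compared afterwards. This gave 5 subclusters, named from the paper's gene lists for S0 to S3. In WT-Control the S0-like subcluster held 36.6% (95% interval, 29.8% to 43.9%) of the progenitor-like cells, the S1-like 11.0% (95% interval, 6.94% to 16.3%) and the S2-like 26.2% (95% interval, 20.1% to 33.0%). The unnamed subclusters 1 and 4 held 22.5% and 3.66%. No subcluster was S3-like, a name that leaving out its genes makes harder to reach. Over all 4 libraries, Pdpn was at 165 CPM (95% interval, 151 to 179) in the S0-like, 69.1 CPM (95% interval, 58.4 to 81.2) in the S1-like and 142 CPM (95% interval, 130.3 to 155) in the S2-like subcluster, and at 126 and 166 CPM in subclusters 1 and 4.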

Cluster S1 showed high expression of cTEC-associated genes, such as *Prss16* and *Psmb11* (**Figure 5B**), suggesting a bias toward the cTEC lineage. In contrast, cluster S2 displayed high levels of *Ccl21a* expression in a part of the cells, indicating a bias toward the mTEC lineage. 

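Over all libraries, Prss16 was at 3623 CPM (95% interval, 3542 to 3704) in the S1-like subcluster, against 144 CPM in the S0-like and 385 CPM in the S2-like subcluster. Psmb11 was at 1388 CPM (95% interval, 1338 to 1438) in the S1-like subcluster, 45.7 CPM in the S0-like and 169 CPM in the S2-like subcluster. The S1-like share of progenitor-like cells was 9.55% in WT-RANKL-Ab, 18.2% in Cd40-/- Control and 12.0% in Cd40-/- RANKL-Ab.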

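Ccl21a, a gene with near-identical copies, was at 9854 CPM (95% interval, 9752 to 9956) in the S2-like subcluster over all libraries and at 1996 CPM in the S1-like subcluster. The libraries differed. In WT-Control alone the levels were 13766 and 7180.0 CPM, and in Cd40-/- Control 8164 and 859.7 CPM. The S2-like share of progenitor-like cells was 27.2% in WT-RANKL-Ab, 20.5% in Cd40-/- Control and 21.7% in Cd40-/- RANKL-Ab.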

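The S0-like subcluster had 409.9 CPM (95% interval, 388 to 432) of Ccl21a over all libraries, and 1426 CPM in WT-Control alone. With all features kept, a subcluster led by the paper's S3 genes appeared, and its cells had 605 CPM of Ccl21a, 535 CPM of Prss16 and 201 CPM of Psmb11. Under the same setting, the S0-like subcluster had 693, 152 and 45.4 CPM, and the S1-like subcluster 4 had 3505 CPM of Prss16. In WT-Control alone, the subcluster led by the S3 genes had 1708 CPM of Ccl21a, 214 CPM of Prss16 and 13.0 CPM of Psmb11.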

Clusters S0 and S3 exhibited low expression of both cTEC-associated genes and *Ccl21a* (**Figure 5B**). 

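In the S3-like subcluster found with all features, Atf3 was at 584 CPM (95% interval, 553 to 616) over all libraries, against 12.7 CPM in the S0-like and 61.3 CPM in the S2-like subcluster. Fos was at 2606, 195 and 360.0 CPM in the same order, and Jun at 2487, 416 and 527 CPM. The libraries differed. In WT-Control alone, Atf3 was at 149, 7.01 and 71.9 CPM in this order, Fos at 1422, 144 and 182 CPM, and Jun at 1754, 330 and 328 CPM. The AP-1 genes were among the features that formed these subclusters, so their levels are not independent of the grouping.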

Notably, cluster S3 was characterized by the elevated expression of AP-1 transcription factor family genes (**Figure 5B**, **Supplementary Figure 6**). These findings underscore the heterogeneous composition of TEC progenitors, categorized by their expression levels of cTEC-associated genes and AP-1 family genes.

**Figure 5:**
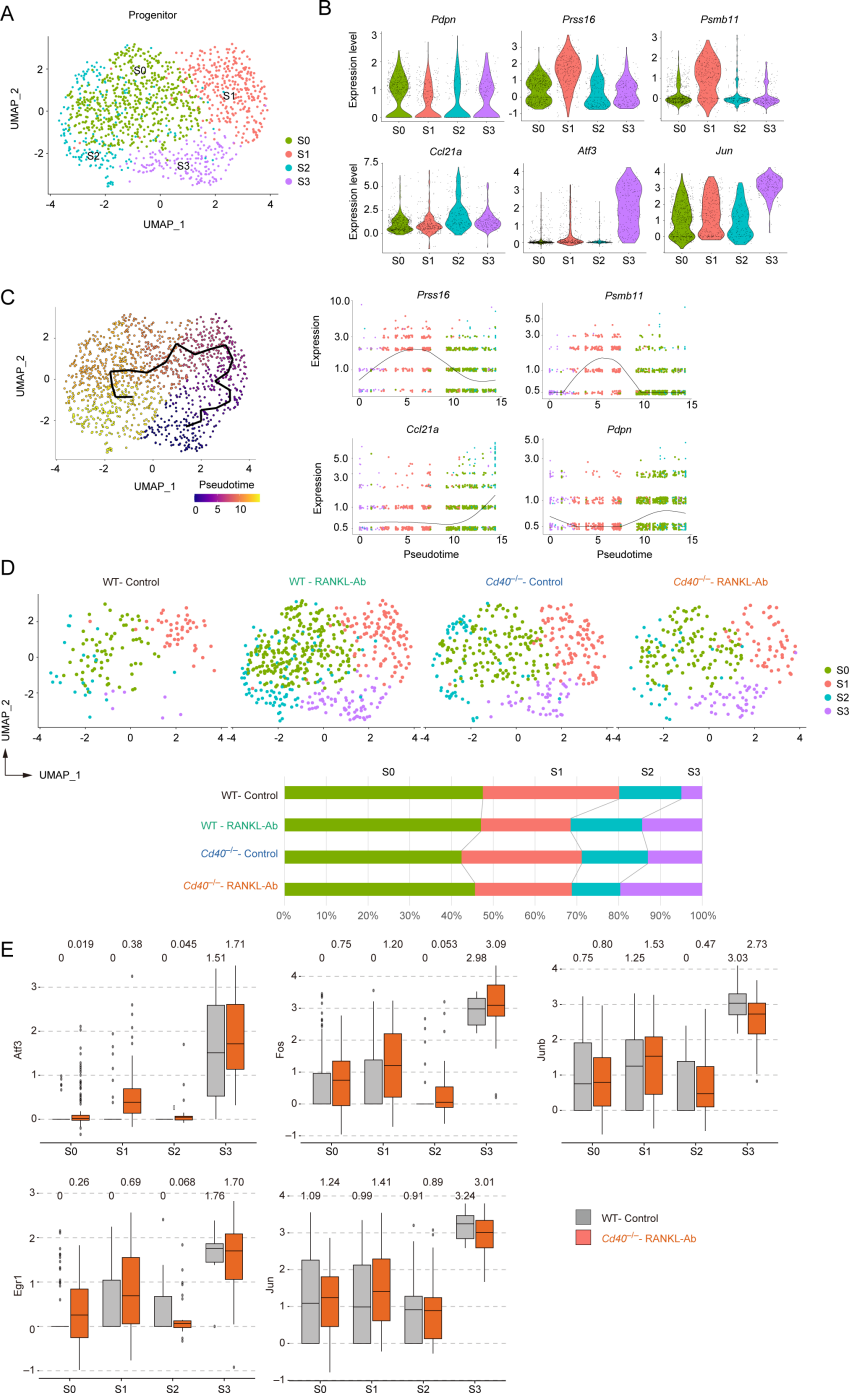
Subclustering analysis of the TEC progenitor subset in scRNA-seq data from wild-type and *Cd40*-deficient mice receiving neutralizing RANKL antibody. **(A)** UMAP plot showing TEC progenitor clusters in the droplet-based scRNA-seq data. **(B)** Violin plots depicting expression levels of *Pdpn*, *Prss16*, *Psmb11*, *Ccl21a*, *Atf3*, and *Jun* across each subcluster of TEC progenitors. Each dot represents the expression level in individual cells. **(C)** The left panel shows a trajectory analysis of subclusters predicted by Monocle 3, visualized by UMAP. Cells are color-coded by pseudotime, transitioning from purple to yellow as pseudotime progresses. The right panel displays the dynamics of gene expression along pseudotime for *Prss16*, *Psmb11*, *Ccl21a*, and *Pdpn*. **(D)** The integrated UMAP plot from panel **(A)** is separated by dataset. The percentages of each cell cluster across the four scRNA-seq datasets are shown in the graph. **(E)** Box plots illustrating the expression levels of *Atf3*, *Fos*, *Junb*, *Egr1*, and *Jun* in each subcluster for WT-control and *Cd40* ^–/–^RANKL-Ab. Each dot represents the expression level in an individual cell.

To understand the lineage connections among these clusters, we applied Monocle trajectory analysis to the progenitor cluster. Interestingly, the trajectory analysis suggested an ordering of the clusters in the sequence S3, S1, S0, and S2 (**Figure 5C**). Assuming that the S3 cluster represents the root node, the pseudotime analysis indicated that the cTEC-biased cluster S1 may differentiate into the mTEC-biased cluster S2 through the non-biased cluster S0.

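With all features kept, the S3-like subcluster held 19 of 191 progenitor-like cells of WT-Control, or 9.95% (95% interval, 6.10% to 15.1%). Its share was 17.6% (95% interval, 14.8% to 20.7%) in WT-RANKL-Ab, 20.1% (95% interval, 16.7% to 23.8%) in Cd40-/- Control and 22.9% (95% interval, 18.5% to 27.8%) in Cd40-/- RANKL-Ab. The log2 ratios to WT-Control were 0.82 (95% interval, 0.12 to 1.61), 1.01 (95% interval, 0.30 to 1.80) and 1.20 (95% interval, 0.46 to 2.01). The intervals of Cd40-/- RANKL-Ab and Cd40-/- Control overlap. The shares of the subclusters without these features were 31.9% S0-like in Cd40-/- RANKL-Ab, 32.7% in WT-RANKL-Ab and 28.6% in Cd40-/- Control.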

Comparing the frequencies of subcluster subsets across WT-control, WT-RANKL-Ab, *Cd40* ^–/–^control, and *Cd40* ^–/–^RANKL-Ab mice suggested that the frequency of the S3 cluster increase additively with the elimination of RANK and CD40 signaling (**Figure 5D**). In addition, expression of *Atf3*, *Fos*, *Junb*, *Egr1* in other subclusters including cTEC-biased cluster S1 was increased in *Cd40* ^–/–^RANKL-Ab mice (**Figure 5E**). Thus, the depletion of RANK and CD40 signaling increases the expression level of AP-1 family genes and the frequency of subsets expressing AP-1 family genes in TEC progenitors.

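In the subclusters formed without AP-1 genes as features, the log2 ratios of Cd40-/- RANKL-Ab to WT-Control in S0-like cells were 3.08 for Atf3, 1.40 for Fos, 0.92 for Junb, 1.84 for Egr1 and 1.07 for Jun. S2-like cells had ratios of 1.11 for Atf3, 2.43 for Fos, 1.65 for Junb, 2.47 for Egr1 and 1.73 for Jun. In the unnamed subcluster 1 they were 1.38 for Atf3, 1.29 for Fos, 1.37 for Junb, 1.65 for Egr1 and 1.38 for Jun. In S1-like cells they were -1.46 for Atf3, -0.57 for Fos, -0.12 for Junb, 0.54 for Egr1 and -0.42 for Jun, from 21 cells of WT-Control and 40 of Cd40-/- RANKL-Ab. S1-like cells of WT-Control held 25 UMIs of Atf3 and 79 of Fos. At resolution 0.3, the S1-like subcluster had ratios of 0.42 (95% interval, -0.08 to 0.96) for Atf3, 0.99 (95% interval, 0.78 to 1.21) for Fos, 1.05 (95% interval, 0.86 to 1.23) for Junb, 1.54 (95% interval, 1.18 to 1.92) for Egr1 and 0.95 (95% interval, 0.78 to 1.13) for Jun. That subcluster is broader, with 556 cells over all libraries against 221, and Prss16 at 1726 CPM against 3623 CPM.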

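Cells thinned to 1000 UMIs were called AP-1-high with at least 5 UMIs of Atf3, Fos, Junb, Egr1 and Jun together. Among progenitor-like cells, 11.8% (95% interval, 7.56% to 17.4%) were AP-1-high in WT-Control, 17.8% (95% interval, 14.9% to 20.9%) in WT-RANKL-Ab, 21.2% (95% interval, 17.7% to 25.0%) in Cd40-/- Control and 35.0% (95% interval, 29.8% to 40.4%) in Cd40-/- RANKL-Ab. The log2 ratio of Cd40-/- RANKL-Ab was 1.56. It moved most without thinning, to 0.70, and with a minimum of 10 UMIs, to 2.43. In WT-RANKL-Ab the log2 ratio was 0.59, and without thinning -0.01. In the same order of libraries, the AP-1-high share was 2.68%, 2.91%, 2.71% and 3.50% among cTEC-like cells and 20.7%, 11.6%, 27.1% and 26.9% among CCL21+ mTEC-like cells. From WT-Control to Cd40-/- RANKL-Ab, it went from 12.8% to 24.2% in cluster 2 and from 11.5% to 21.7% in tuft-like cells. In cluster 8 it went from 3.55% to 16.7%. Without thinning, the cTEC-like share went from 21.5% to 39.3%.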

### Integrative analysis of droplet-based scRNA-seq, well-based scRNA-seq and flow cytometric analyses suggested that the TEC progenitors are present in Ly51^-^UEA-1^-^TEC and cTEC fractions

Our data indicated that TEC progenitor cells, as identified in scRNA-seq analysis, are divided into four clusters depending on gene expression profile. To further validate these subpopulations, we aimed to correlate the scRNA-seq clusters with mTEC and cTEC surface markers in flow cytometric analysis. To this end, we first performed single-cell sorting of UEA-1^+^Ly51^–^ TECs (mTEC-enriched), UEA-1^–^Ly51^+^ TECs (cTEC-enriched), and UEA-1^–^Ly51^–^ TECs (other TECs) from wild-type mouse thymus, followed by RNA-seq of the individual sorted cells (**Figure 6A**). We then integrated these well-based scRNA-seq data with the droplet-based scRNA-seq data. After assigning each cluster to typical TEC subsets (**Supplementary Figure 7**), we determined the cell types of the individual cells sorted by flow cytometric analysis (**Figure 6B**).

**Figure 6:**
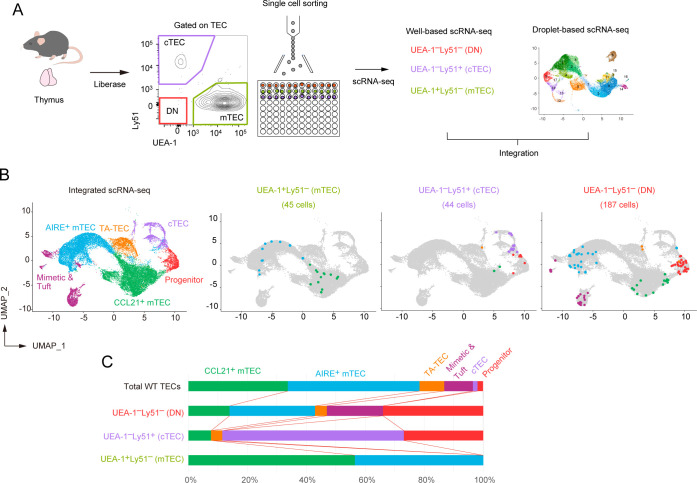
Integration of droplet-based and well-based scRNA-seq data of TECs. **(A)** Schematic diagram illustrating the integration analysis of well-based scRNA-seq data with droplet-based scRNA-seq data. Single cells were sorted from UEA-1^+^Ly51^-^ TECs (mTECs), UEA-1^-^Ly51^+^ TECs (cTECs), and UEA-1^-^Ly51^-^ TECs (DN) fractions of wild-type 6-week-old mice, and subjected to well-based scRNA-seq analysis. The well-based scRNA-seq data was integrated with the droplet-based scRNA-seq data shown in **Figure 4**. **(B)** UMAP plot and clustering after the integration of droplet-based and well-based scRNA-seq data. Cell clusters were reassigned based on marker gene expression following the integration (**Supplementary Figure 4**). UMAP plots of individual cells sorted from UEA-1^+^Ly51^-^ TECs (mTECs), UEA-1^-^Ly51^+^ TECs (cTECs), and UEA-1^-^Ly51^-^ TECs (DN) were overlaid on the droplet-based scRNA-seq data (in gray). **(C)** Percentages of TEC subsets among total single cells in UEA-1^+^Ly51^-^ TECs (mTECs), UEA-1^-^Ly51^+^ TECs (cTECs), and UEA-1^-^Ly51^-^ TECs (DN).

As expected, our analysis revealed that the UEA-1^+^Ly51^–^ mTEC fraction includes both CCL21^+^ mTECs and AIRE^+^ mTECs (**Figure 6B**). Notably, the UEA-1^–^Ly51^–^ TEC fraction contains approximately 30% of cells classified as TEC progenitors (**Figure 6C**), along with some contamination from various mTEC subsets, likely due to the loss of UEA-1 binding ligands during TEC sample preparation using collagenase digestion. Additionally, the UEA-1^–^Ly51^+^ cTEC fraction also contains TEC progenitors alongside mature cTECs. Overall, our data suggest that the TEC progenitors identified in scRNA-seq analysis are negative for UEA-1 binding ligands and are further distinguished based on Ly51 expression levels in flow cytometric analysis.

We next assigned sorted individual progenitor cells to the subpopulations of TEC progenitors identified through droplet-based scRNA-seq analysis. Data analysis revealed that the UEA-1^–^Ly51^–^ TEC fraction contains all types of the TEC progenitor subpopulation (**Figure 7A**). In contrast, with one exception, progenitor cells sorted from the UEA-1^–^Ly51^+^ TECs predominantly belong to the cluster S1 (**Figure 7A**), which showed high expressions of cTEC genes (**Figure 5B**).

**Figure 7:**
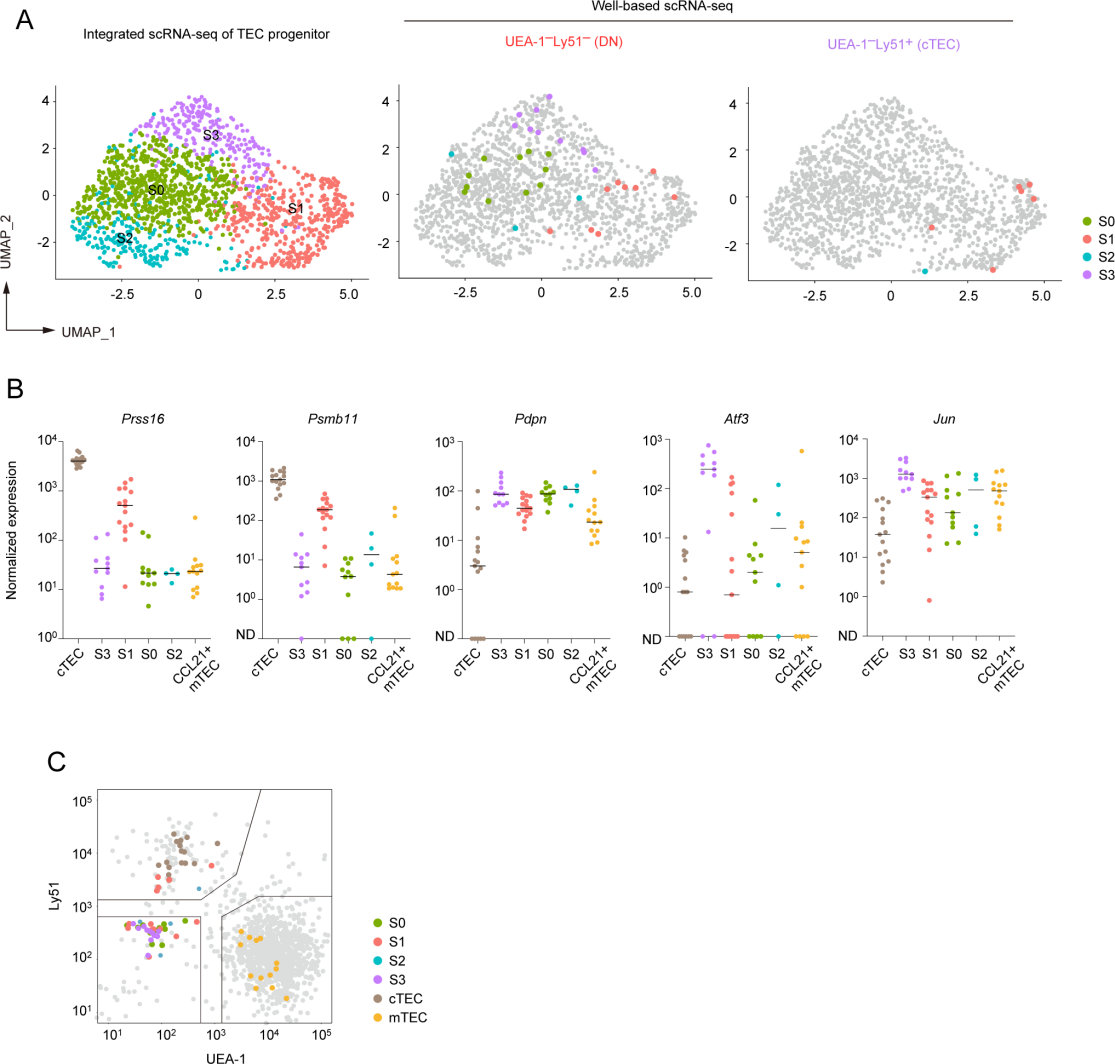
Subclustering analysis of TEC progenitors in integrated scRNA-seq data. **(A)** UMAP and subclustering of TEC progenitors in the integrated data of the droplet-based scRNA-seq and the well-based scRNA-seq. **(B)** Dot plots of the normalized expression values of *Prss16*, *Psmb11*, *Pdpn*, *Atf3*, and *Jun* for each cell cluster. Horizontal lines show the median. **(C)** Scatter plot showing the fluorescence intensity of UEA-1 ligand and Ly51 for individual sorted cells assigned as TEC progenitor cells. One dot represents one cell, color-coded for each cluster. Total TECs are indicated as gray dots. Gates used for cell sorting are indicated.

We further investigated the expression level of the cTEC-associated genes and others in the sorted individual cells. In consistent with the droplet-based scRNA-seq data, expression levels of *Prss16* and *Psmb11* were highest in individually sorted cells assigned as the S1 subpopulation (**Figure 7B**). However, their expression levels were remarkably lower as compared to those in mature cTECs. Expression of *Pdpn* was detected in all subpopulations with almost the same level and may be slightly higher than that in CCL21^+^ mTECs (**Figure 7B**). Sorted single cells assigned as the cluster S3 exhibited high levels of *Atf3* and *Jun* expressions. In contrast, *Atf3* and *Jun* expression levels were lower in other subpopulations in addition to CCL21^+^ mTECs (**Figure 7B**). These data further confirmed that TEC progenitors are subdivided by expression levels of some AP-1 genes and cTEC-associated genes.

We confirmed the distribution of these progenitor subpopulations in the flow cytometric profile. As expected, subpopulations S0, S2, S3, and part of S1 were derived from the UEA-1^–^Ly51^–^ fraction and could not be distinguished based on the expression level of these markers (**Figure 7C**). Interestingly, cells in the S1 cluster within the UEA-1^–^Ly51^+^ TEC fraction exhibited lower surface Ly51 expression compared to cells classified as mature cTECs. This finding suggests that part of the cTEC-biased subpopulation of TEC progenitors is present within the Ly51^lo^UEA-1^–^ fraction in flow cytometric analysis.

### Depletion of RANK and CD40 signaling in adult thymus leads to the reduction in frequencies of regulator T cells, natural killer T cells and eosinophils

Flow cytometric analysis on thymocyte fractions showed the depletion of both CD40 and RANK signaling increased in the ratio of CD4SP cells, whereas their cell number was not significantly increased (**Figure 8A**). Interestingly, a significant change in double negative fractions was observed, which may be due to the decrement in early thymocyte progenitors or minor cell subsets (**Figure 8A**). Consistently, the frequencies of eosinophil, which is critical for thymus regeneration (36), and natural killer T cells were reduced in the thymus of *Cd40* ^–/–^ mice receiving RANKL-Ab (**Figures 8B, C**). In addition, the frequency of CCR6^–^Foxp3^+^ regulatory T cells was reduced (**Figure 8D**), implying the mTEC-mediated function of Treg selection might be impaired. These data suggested that the depletion of both RANK and CD40 signaling in adult thymus may impact thymic self-tolerance and recovery from the thymic injury.

**Figure 8:**
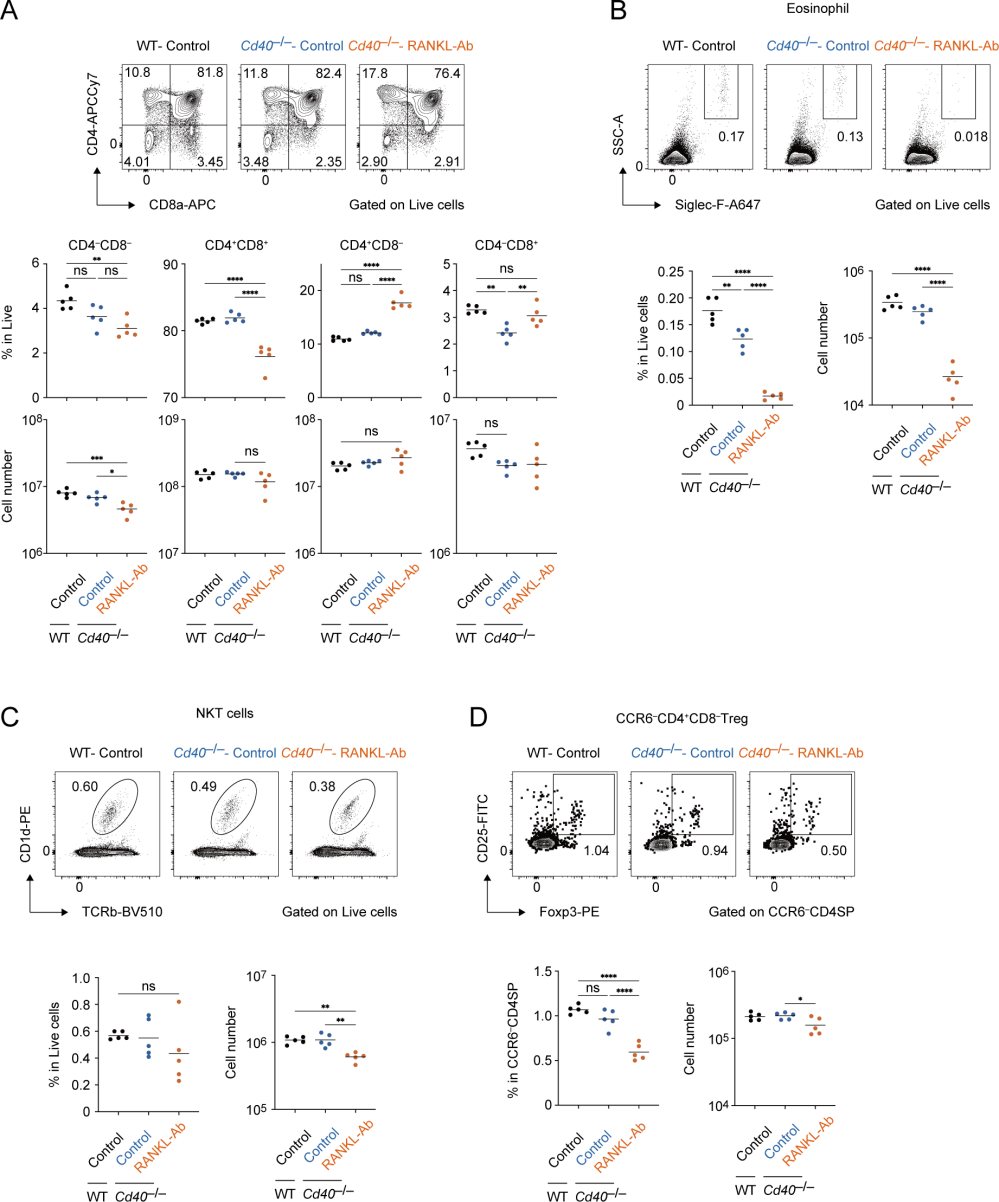
Flow cytometric analysis of Thymocytes from wild-type and Cd40-deficient mice treated with neutralizing RANKL antibody. **(A)** Flow cytometric analysis of CD8a and CD4 expressions in thymocytes from wild-type (WT) treated with control IgG (WT-Control), *Cd40*-deficient (*Cd40* ^–/–^) mice treated with control-IgG (*Cd40* ^–/–^Control), and *Cd40* ^–/–^ mice treated with RANKL-Ab (*Cd40* ^–/–^RANKL-Ab) at 6-week-old age (n = 5 each). The percentages and numbers of CD4^–^CD8^–^, CD4^+^CD8^+^, CD4^+^CD8^–^, and CD4^–^CD8^+^ in thymocytes are summarized in graphs. RANKL-Ab or control IgG was subcutaneously injected in mice at 4-week-old age. **(B)** Flow cytometric analysis of Foxp3 and CD25 expressions in CCR6^–^CD4SP thymocytes (CD4^–^CD8^–^CCR6^–^) from WT-Control, WT-RANKL-Ab, *Cd40* ^–/–^Control, *Cd40* ^–/–^RANKL-Ab at 6-week-old age (n = 5 each). The percentages and numbers of CCR6^–^Foxp3^+^ regulatory T cells in CCR6^–^CD4SP thymocytes are summarized in graphs. RANKL-Ab or control IgG was subcutaneously injected in mice at 4-week-old age. **(C)** Flow cytometric analysis of Siglec-F and SSC-A expressions in thymocytes from WT-Control, WT-RANKL-Ab, *Cd40* ^–/–^Control, *Cd40* ^–/–^RANKL-Ab at 6-week-old age (n = 5 each). The percentages and numbers of eosinophil in thymocytes are summarized in graphs. RANKL-Ab or control IgG was subcutaneously injected in mice at 4-week-old age. **(D)** Flow cytometric analysis of TCRβ and CD1d expressions in thymocytes from WT-Control, WT-RANKL-Ab, *Cd40* ^–/–^Control, *Cd40* ^–/–^RANKL-Ab at 6-week-old age (n = 5 each). The percentages and numbers of natural killer T cells in thymocytes are summarized in graphs. RANKL-Ab or control IgG was subcutaneously injected in mice at 4-week-old age. **(A-D)** Bars indicate the mean value. Data were statistically analyzed using one-way ANOVA followed with multiple comparisons by Tukey’s test. Significant differences are indicated by *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

Previous studies showed that the administration of RANKL-Ab causes a reduction in AIRE^+^ and MHCII^hi^ mTECs (14, 26). Consistently, our data also indicate the reduction in these mTEC subsets by the RANKL-Ab administration. The extent of reduction in AIRE^+^ and MHCII^hi^ mTECs appears milder in our study than in previous studies. Moreover, the recovery kinetics was faster in our study compared to that in the previous study (14, 26). These differences may be attributed to the repeated injections of RANKL-Ab in the prior research (14, 26) compared to the single injection in our study. Our data also show that the reduction in AIRE^+^ mTECs caused by RANKL-Ab injection was considerably more pronounced on the CD40-deficient background, suggesting a partial compensation for the loss of RANK and CD40 signaling by CD40 signaling, which plays a role in early mTEC development (20). Thus, cytokine signaling that promotes mTEC differentiation may be similar during the developmental processes in the embryonic and neonatal periods and the turnover process in the adult thymus.

Whereas the depletion of both RANK and CD40 signaling led to a marked reduction in AIRE^+^ mTECs, Post-Aire^+^ mTECs, and TA-TECs, CCL21^+^ mTECs persisted, though their gene expression profile was altered. These findings suggest that RANK and CD40 signaling may facilitate the differentiation of CCL21^+^ mTECs into TA-TECs. Additionally, our scRNA-seq analysis indicates that these signals may also promote the proliferation of CCL21^+^ mTECs, consistent with previous research showing CD40 signaling’s role in supporting CD80^–^MHCII^–^ mTEC proliferation (37)). Notably, RANK and CD40 expression levels were relatively higher in AIRE^+^ mTECs compared to CCL21^+^ mTECs, suggesting that these signals may further enhance both proliferation and gene expression in AIRE+ mTECs. This idea aligns with previous findings that NF-κB signaling, activated by these pathways, might enhance AIRE expression in mTECs (38). 

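In Aire+ mTEC-like cells of WT-Control, Tnfrsf11a was at 106 CPM (95% interval, 102 to 110.3), and in CCL21+ mTEC-like cells the interval of its level was 82.3 to 92.8 CPM. Cd40 was at 189 CPM (95% interval, 184 to 195) in Aire+ mTEC-like cells and 38.8 CPM (95% interval, 35.4 to 42.4) in CCL21+ mTEC-like cells. In WT-RANKL-Ab, the levels of Cd40 were 114 CPM in Aire+ mTEC-like cells and 26.3 CPM in CCL21+ mTEC-like cells.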

Future studies are needed to clarify the specific roles of RANK and CD40 signaling in AIRE+ mTECs.

One limitation of our study is the use of *Cd40* ^–/–^ mice, in which CD40 signaling is eliminated in mTECs postnatally because CD40L is virtually undetectable in the fetal thymus (20). Consequently, mTECs in *Cd40* ^–/–^ mice are differentiated and maintained solely by RANKL signaling from embryonic stages through adulthood. This exclusive reliance on RANKL may lead mTECs to develop an unusual dependency on RANKL signaling compared to normal conditions. To address this concern, using CD40L-neutralizing antibodies instead of *Cd40* ^–/–^ mice might provide a more refined approach. Although there are currently no studies demonstrating that CD40L-neutralizing antibodies can transiently reduce mTEC populations, future research should investigate the effects of a simultaneous and temporary reduction in both RANK and CD40 signaling, given the evidence supporting the effectiveness of this approach.

A previous study suggested that *Pdpn*-expressing TECs are localized at the cortico-medullary junction of the thymus, where they are referred to as junctional TECs (jTECs) (8). Additionally, RNA-seq analysis in that study revealed that jTECs express *Ccl21a* (8). 

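In the droplet data, Pdpn was at 43.4 CPM (95% interval, 39.8 to 47.2) in CCL21+ mTEC-like cells and 107 CPM (95% interval, 99.8 to 114) in cluster 2 of WT-Control. In Cd40-/- RANKL-Ab the levels were 169 CPM in CCL21+ mTEC-like cells and 218 CPM in cluster 2, log2 ratios of 1.96 (95% interval, 1.79 to 2.13) and 1.03 (95% interval, 0.89 to 1.17).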

Consistent with these findings, our scRNA-seq analysis showed that CCL21^+^ mTEC clusters express *Pdpn*. 

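Among progenitor-like cells, Pdpn was at 131 CPM in WT-RANKL-Ab, 104 CPM in Cd40-/- Control and 175 CPM (95% interval, 161 to 191) in Cd40-/- RANKL-Ab.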

Notably, both our scRNA-seq analysis and previous studies have demonstrated that *Pdpn* is expressed in TEC progenitors (19). Sub-clustering analysis further revealed that *Pdpn* is present in all subpopulations of TEC progenitors. Together, these results suggest that *Pdpn* marks not only the CCL21^+^ mTEC precursor pool but also TEC progenitors.

DEG analysis of scRNA-seq data suggested that the depleting RANK and CD40 signaling affedts gene expression profiles not only in RANK-expressing CCL21^+^ mTECs, but also in cTECs and TEC progenitors. 

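In Cd40-/- RANKL-Ab, Ifi27l2a (ENSMUSG00000079017; chromosome 12, 103442167 to 103443680) had log2 ratios of -2.73 (95% interval, -2.79 to -2.68) in CCL21+ mTEC-like, -3.45 (95% interval, -3.53 to -3.37) in progenitor-like and -3.04 (95% interval, -3.28 to -2.80) in cTEC-like cells of the droplet data. B2m had log2 ratios of -1.66 (95% interval, -1.71 to -1.62) in progenitor-like and -0.70 (95% interval, -0.74 to -0.66) in cTEC-like cells. The list of interferon-stimulated genes was also lower in tuft-like cells, with a median of -1.72, and in T cell-like cells, with -1.65.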

First, several interferon-stimulated genes were down-regulated in these cell types in *Cd40* ^–/–^RANKL-Ab mice. Type I and III interferons were reportedly expressed in a part of AIRE^+^ mTECs, thereby influencing phenotypes of thymic antigen-presenting cells such as conventional dendritic cells (39). Consequently, interferon signaling could also impact gene expression profiles in cTECs and TEC progenitor cells, suggesting intercellular communications between mTEC and both cTEC and TEC progenitors. which may affect TEC development (40). Second, AP-1 family gene expression was upregulated in progenitors. This observation suggests that, beyond interferon signaling, another intercellular communication between mTECs and progenitors may indirectly regulate AP-1 expression levels in progenitor cells (**Supplementary Figure 8**). Finally, an indirect signaling mechanism appears to suppress the upregulation of cTEC genes in TEC progenitors and cTECs. 

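Psmb11, Prss16, Tbata, Ccl25 and Foxn1 summed to 255 CPM in CCL21+ mTEC-like cells of WT-Control, 837 CPM in WT-RANKL-Ab, 489.5 CPM in Cd40-/- Control and 809 CPM in Cd40-/- RANKL-Ab. In cTEC-like cells the same sum was 34297, 40509.6, 39754 and 36846 CPM in this order.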

The upregulation of cTEC-associated genes following RANK and CD40 signaling depletion was minimal, suggesting that this mechanism likely has a limited impact on TEC functions. Overall, further research is required to clarify the mechanisms underlying these indirect regulatory pathways and their influence on TEC phenotypes.

A previous study reported that enhancing RANK and CD40 signaling after thymic injury induces lymphotoxin α expression in lymphoid tissue inducer (Lti) cells, thereby promoting TEC regeneration, including cTECs. It is possible that a severe reduction in RANK receptors due to the loss of mature mTECs leads to an increase in free RANKL concentration, potentially activating Lti cells to upregulate lymphotoxin α, which in turn supports cTEC gene expression. This hypothesis warrants further investigation in future studies.

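Outside progenitor-like cells, the 5 genes Atf3, Fos, Junb, Egr1 and Jun had a median log2 ratio of 1.62 in cTEC-like cells of Cd40-/- RANKL-Ab, 0.47 in CCL21+ mTEC-like cells and 0.66 in cluster 2. At resolution 0.8, the median in cTEC-like cells was 0.69. Tuft-like cells had a median of 0.54 and T cell-like cells of 0.68. For cTEC-like cells, the medians were 0.69 in WT-RANKL-Ab and 1.54 in Cd40-/- Control. For CCL21+ mTEC-like cells they were -0.50 and 0.53. The immediate early genes outside the AP-1 family had medians of 0.74 in cTEC-like, 0.78 in CCL21+ mTEC-like cells and 0.85 in cluster 2 of Cd40-/- RANKL-Ab.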

Deletion of RANK and CD40 signaling causes up-regulation of AP-1 transcription factor genes selectively in TEC progenitors. Sub-clustering analysis suggested that the increment of TEC progenitor subpopulation expressing high levels of AP-1 transcription factor genes and up-regulation of these genes in some TEC progenitor subpopulations. This finding suggests that, besides the interferon signaling, another indirect signaling between TEC progenitors and mTECs may suppress expression of these genes. In a previous study, H2-Kb promoter-driven Fos expression leads to thymic hyperplasia via the expansion of TECs (28). Thus, the increment of TEC progenitors expressing AP-1 genes may result in enhancing the development of TECs. Thus, RANKL and CD40 signaling homeostatically can suppress AP-1 transcription factor genes in TEC progenitor by a negative feedback loop. Abolishing this negative feedback system may cause the increment of the Fos-expressing TEC progenitors that give rise to mTECs, which could contribute to the recovery of mTECs.

TEC progenitors were separated into four subpopulations. TEC progenitors expressing a high level of some AP-1 genes may differentiate into a cTEC-biased subpopulation and subsequently into an mTEC-biased subpopulation. A previous study suggested that adult mTECs differentiate from mTEC lineage progenitors derived from Psmb11-positive cells (41). Furthermore, a recent study defined this TEC progenitor as an early TEC progenitor based on this observation (19). Our single-cell study revealed that the expression level of Psmb11 in TEC progenitors was approximately ten times lower than that in cTECs. Consequently, this suggests that Psmb11^lo^Pdpn^+^ TEC progenitor subpopulation could contribute to maintaining the frequency of adult mTECs. 

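In WT-Control, Psmb11 was at 263 CPM (95% interval, 238 to 291) in progenitor-like cells and 2972 CPM (95% interval, 2889 to 3057) in cTEC-like cells. In Cd40-/- RANKL-Ab the levels were 375 and 3047 CPM, in WT-RANKL-Ab 314 and 3024 CPM, and in Cd40-/- Control 572 and 2933 CPM.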

A fate-mapping study using specific marker genes in this subpopulation would be crucial for addressing this issue. Ultimately, our findings illuminate the crucial roles of RANK and CD40 signaling in maintaining mTEC frequency and TEC progenitor properties in the postnatal thymus, offering promising avenues for developing strategies to address thymic hypofunction associated with aging and various stressors.

## Materials and methods

### Mice and antibody treatment

Female wild-type C57BL/6 mice, aged 3-4-weeks-old, were purchased from CLEA Japan. *Cd40*-deficient mice were established on a C57BL/6 background. All mice were maintained in standard controlled conditions with a 12-h lighting cycle and access to chow and water ad libitum, housed under specific pathogen-free conditions and handled in accordance with Guidelines of the Institutional Animal Care and Use Committee of RIKEN, Yokohama Branch (2018-075). Rat IgG-Isotype Control antibody (abcam, R&D Systems) or Anti-mouse RANK ligand neutralizing antibody (Anti-RANKL antibody: Mab clone OYC1, Oriental enzyme) (42) was injected subcutaneously at 5 mg/kg into C57BL/6J background wild-type mice or *Cd40*-deficient mice.

### Isolation and flow cytometric analysis of TECs from mice

Mice were sacrificed using CO2, and thymi were dissected and placed into cold 1× PBS. Adhering non-thymus tissue was carefully cleared off using sharp tweezers under a fluorescence stereomicroscope. Thymi were minced with a razor blade and pipetted up and down in 1 mL of RPMI 1640 (Wako) to remove lymphocytes. Then, thymic fragments were digested in RPMI 1640 containing Liberase (Roche, 0.05U/mL) and DNase I (Sigma-Aldrich, 0.01% w/v) by incubating three times at 37°C for 12 min each. The supernatant was collected, added to 2 mL of FACS buffer (D-PBS (-) with 2% FBS) containing 1 mM EDTA, and centrifuged at 1500 rpm for 5 min. The supernatant was removed and suspended in FACS buffer. After filtering through a 67-µm nylon monofilament mesh, the resulting cell suspension was incubated with anti-mouse CD16/32 (BioLegend, Cat#101302) in FACS buffer to block nonspecific binding. For flow cytometric analysis and bulk RNA-seq, cells were stained with primary antibodies (APCCy7-labeled anti-CD45; BioLegend Cat#103116, APCCy7-labeled anti-TER119; BioLegend Cat#116223, BV510-labeled anti-EpCAM; BioLegend Cat#118231, PerCPCy5.5-labeled anti-Ly51; BioLegend Cat#108316, Alexa647-labeled anti-L1CAM; R&D Cat#FAB5674R, PECy7-labeled anti-I-A/I-E; BioLegend Cat#107630, BV711-labeled anti-CD104; BD Cat#123609, FITC-labeled anti-Ly-6D; BioLegend Cat#138606, biotinylated UEA-1; Vector Laboratories Cat#B-1065) in FACS buffer and sequentially incubated with secondary reagent (Alexa700-labeled Streptavidin; Invitrogen Cat#S2183) in FACS buffer. Dead cells were excluded by staining with SYTOX™ Blue. For droplet-based scRNA-seq, cells were stained with antibodies (APCCy7-labeled anti-CD45, APCCy7-labeled anti-TER119, FITC-labeled anti-EpCAM; BioLegend Cat #118208) in FACS buffer. For well-based scRNA-seq, cells were stained with primary antibodies (APCCy7-labeled anti-CD45, APCCy7-labeled anti-TER119, FITC-labeled anti-EpCAM, Alexa647-labeled anti-Ly51; BioLegend Cat#108312, biotinylated UEA-1) in FACS buffer and depleted of hematopoietic cells and erythrocytes by Magnetic-Activated Cell Sorting (MACS) using APC-MicroBeads (Miltenyi Biotec). Then, cells were stained with secondary reagent (PECy7-labeled Streptavidin; Invitrogen Cat# 25-4317-82) in FACS buffer. Dead cells were excluded by staining with 7-Aminoactinomycin D. Cells were sorted using a FACS Aria instrument (BD). Data were analyzed using Flowjo 10.

### Bulk RNA-seq analysis

Cells were sorted using a cell sorter (Aria; BD) into 1.5 ml tube with 20 μL of cell lysis solution (2xTCL, 2-Mercaptoethanol). Cell lysis solution or RNase-free water was added to the sorted sample to achieve the final 1x TCL, mixed using a vortex, and the mixture was kept on ice for 5 min. The mixture was centrifuged at 13,000 rpm for 1 min and then stored at -80°C. Cell lysate was dissolved on ice and then purified using total x2.2 volumes of RNAClean XP Beads using Magna Stand. The mixtures were eluted with 40U of RNasin^®^ Plus Ribonuclease Inhibitor in RNase-free water. The supernatant was collected using Magna Stand and denatured at 65°C for 5 min. The mixture was rapidly cooled on ice for 2 min, and then added 10 μL of DNase I solution (PrimeScript Buffer and 2U of DNase I, Amplification Grade in RNase-free water). The mixtures were incubated in a thermal cycler at 30°C for 15 min. Ten μL of first strand cDNA synthesis solution (PrimeScript Buffer, PrimeScript RT Enzyme Mix I, 1 μg of T4 Gene 32 Protein, 6 pmol Oligo(dT)18 Primer and 100 pmol 1st-NSR primer) was added to the DNase I-treated mixture. The mixtures were incubated in a thermal cycler at 25°C for 10 min, 30°C for 10 min, 37°C for 30 min, 50°C for 5 min and 94°C for 5 min. Twenty μL of second strand cDNA synthesis solution (NEBuffer™ 2, 0.625mM dNTP Solution Mix, 500 pmol 2nd-NSR primer and 6.5 U of Klenow Fragment (3’→5’ exo-) in RNase-free water) was added to the first strand cDNA lysate. The mixtures were incubated in a thermal cycler at 16°C for 60 min, 70°C for 10 min. The mixtures were purified with 100 μL of AMPure XP SPRI beads (Beckman Coulter) using Magna Stand, and the concentration were then quantified using Qubit™ dsDNA Quantification Assay Kits. Of the purified dsDNA, 1 ng was used for library preparation, and the rest was stored at -80°C. Thirty μL of tagmentation solution (10 mM Tris-HClpH 8.5, 5 mM MgCl2, 10% N, N-Dimethylformamide and Tn5-linker complex in RNase-free water) and incubated at 55°C for 10 min. Zero-point two percent SDS were added to the mixture and incubated at room temperature for 5 min. Then, the mixtures were purified using Monarch^®^ PCR & DNA Cleanup Kit and eluted into 15 μL of buffer EB. After ligation of adapters using PCR on 25 µl of the purified mixture, sequencing library DNA was purified with x1.2 volumes of AMPure XP SPRI beads and eluted into 15 µL of buffer EB. The sequencing library was sequenced in multiplex on the HiSeqX_Ten platform. FASTQ files were processed using Fastp (43) and then quantified for annotated genes using CLC Genomics Workbench (Version 21.0.6, QIAGEN). Differential expression analysis was performed using Proportion-based Statical Analysis on CLC (Version 23.0.4).

### Droplet-based scRNA-seq analysis

For scRNA-seq analysis, cell suspensions of thymi from three mice were prepared and pooled for each individual scRNA-seq experiment. Cellular suspensions were loaded onto a Chromium instrument (10× Genomics) to generate a single cell emulsion. scRNA-seq libraries were prepared using Chromium Next GEM Single Cell 3' GEM, Library & Gel Bead Kit v3.1 and sequenced in multiplex on the HiSeqX Ten platform. FASTQ files were processed using Fastp. Reads were demultiplexed and mapped to the mm10 reference genome using Cell Ranger (v 5.0.1). Processing of data with the Cell Ranger pipeline was performed using the HOKUSAI supercomputer at RIKEN and the NIG supercomputer at ROIS National Institute of Genetics. Expression count matrices were prepared by counting unique molecule identifiers. Downstream single-cell analyses (integration of datasets, correction of dataset-specific batch effects, UMAP dimensional reduction, cell cluster identification, conserved marker identification, and regressing out cell cycle genes) were performed using Seurat v4. Genes that were expressed in more than five cells and cells expressing at least 200 genes were selected for analysis. Cells that contained a percentage of mitochondrial transcripts greater than 13% to 25% were filtered out. Four scRNA-seq datasets were integrated with a combination of Find Integration Anchors and Integrate Data functions. Resolution was set as 0.43 for the FindClusters function. Murine cell cycle genes equivalent to human cell cycle genes listed in Seurat were used for assigning cell cycle scores. Trajectory analysis was performed using Monocle 3.

### Well-based scRNA-seq analysis

Single cells were sorted using a cell sorter (Aria; BD) into 96-well PCR plates with 1 μL of cell lysis solution (1:10 Cell Lysis buffer [Roche], 10 U/μL Rnasin plus Ribonuclease inhibitor [Promega]) in each well, shaken at 1400 rpm for 1 min using a thermo mixer and then stored at -80°C. Cell lysate was dissolved on ice and then denatured at 70°C for 90 sec. To eliminate genomic DNA contamination, 1 μL of genomic DNA digestion solution (PrimeScript Buffer and 0.2 U of DNase I Amplification Grade in RNase-free water) was added to each denatured sample. The mixtures were shaken at 1400 rpm for 1 min using a thermo mixer, and then incubated in a thermal cycler at 30°C for 5 min and held on ice until the next step. One μL of first strand cDNA synthesis solution (PrimeScript Buffer, 8 pmol 1st-NSR primer, 0.6 pmol Oligo(dT)18 Primer, 100 ng of T4 gene 32 protein and PrimeScript RT Enzyme Mix I in RNase-free water) was added to each digested lysate. The mixtures were shaken at 1400 rpm for 1 min using a thermo mixer, and then incubated in a thermal cycler at 25°C for 10 min, 30°C for 10 min, 37°C for 30 min, 50°C for 5 min and 94°C for 5 min. Two μL of second strand synthesis solution (NEBuffer™ 2, 0.625 mM dNTP Solution Mix, 40 pmol 2nd-NSR primer and 0.75U Klenow Fragment (3’→5’ exo-) in RNase-free water) was added to each first strand cDNA lysate. The mixtures were shaken at 1400 rpm for 1 min using a thermo mixer, and then incubated in a thermal cycler at 16°C for 60 min, 70°C for 10 min. The mixtures were purified 15 μL of AMPure XP SPRI beads (Beckman Coulter) diluted two-fold with Pooling buffer (20% PEG8000, 2.5 M NaCl, 10 mM Tris-HClpH 8.0, 1 mM EDTA, 0.01% NP40) using Magna Stand. The mixtures were eluted with 3.75 μL of tagmentation solution (10 mM Tris-HClpH 8.5, 5 mM MgCl2 and 10% N, N-Dimethylformamide in RNase-free water). 1.25 μL of diluted Tn5-linker complex was added to the eluate and the mixtures were incubated at 55°C for 10 min, and then One point two five μL of 0.2% SDS was added and incubated at room temperature for 5 min. After PCR for adaptor ligation, sequencing library DNA was purified using AMPure XP SPRI beads and eluted into 25 μL of buffer EB. Reads were demultiplexed and mapped to the mm10 reference genome with STAR. Cells with less than or more than half the average count of reads detected were excluded from the analysis. Integration of well-based scRNA-seq data with droplet-based scRNA-seq data and UMAP dimension were performed using Seurat. Genes that were expressed in more than five cells and cells expressing at least 200 genes were selected for analysis.

### Isolation and flow cytometric analysis of thymocytes from mice

Mice were sacrificed using CO2, and thymi were dissected and placed into cold 1× PBS. Adhering non-thymus tissue was carefully cleared off using sharp tweezers under a fluorescence stereomicroscope. The thymus was grinded using glass slides (MATSUNAMI) in 3 mL of RPMI 1640 (Wako). The suspension was collected and centrifuged at 1500 rpm for 5 min. The supernatant was removed and suspended in FACS buffer. After filtering through a 67-µm nylon monofilament mesh, the resulting cell suspension was incubated with anti-mouse CD16/32 in FACS buffer to block nonspecific binding. For flow cytometric analysis of eosinophil and natural killer T cells, cells were stained with antibodies (APCCy7-labeled anti-CD4; BioLegend Cat#100526, PECy7-labeled anti-CD8a; BioLegend Cat#100722, FITC-labeled anti-CD69; BioLegend Cat#104506, BV510-labeled anti-TCRb; BioLegend Cat#109233, Alexa647-labeled anti-Siglec-F; BD Cat#562680, PE-labeled CD1d-PBS-57 tetramer or CD1d-unloaded tetramer) in FACS buffer. Dead cells were excluded by staining with SYTOX™ Blue. For flow cytometric analysis of CCR6–Foxp3+ regulatory T cells, cells were stained with primary antibody (PECy7-labeled anti-CCR6; BioLegend Cat #129816) in FACS buffer, then sequentially incubated with secondary antibodies (APCCy7-labeled anti-CD4, APC-labeled anti-CD8a; BioLegend Cat #100712, FITC-labeled anti-CD25; BioLegend Cat #102006) in FACS buffer and tertiary antibody (PE-labeled anti-Foxp3; eBioscience Cat #12-5773-82) in Permeabilization buffer. Dead cells were excluded by staining with Zombie Aqua. Cells were analyzed using a FACS Aria instrument and a FACS CantoII instrument (BD). Data were analyzed using Flowjo 10.

### Statistical analysis

Statistically significant differences between mean values were determined using unpaired t-test or one-way ANOVA followed with multiple comparisons by Tukey’s test in GraphPad Prism (* p≦0.05, ** p≦0.01, *** p≦0.001, **** p≦0.0001). Principle component analysis was performed using edgeR package. P-value correction for differential gene expression analysis in bulk RNA-seq was performed using Baggerley’s test on CLC Genomics Workbench.

## Data Availability

The bulk RNA-Seq data have been deposited at NCBI Sequence Read Archive under series accession number SUB14671957. The droplet-based scRNA-seq data were deposited at NCBI GEO under accession number GSE276809. The well-based scRNA-seq data have been deposited at NCBI Sequence Read Archive under series accession number SUB14826438, SUB14826492, SUB14826498, and SUB14826963.

How the deposited data were processed for this re-analysis (not part of the article)

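TECs of mice 6 weeks of age were profiled by droplet-based scRNA-seq in WT-Control, WT-RANKL-Ab, Cd40-/- Control and Cd40-/- RANKL-Ab mice, 2 weeks after the antibody, with 1 library of 3 pooled mice per condition. The authors trimmed the reads with Fastp, mapped them to mm10 and counted UMIs per gene and barcode with Cell Ranger 5.0.1. The deposited values are whole UMI counts of called cells, without normalization and before the authors' filters on genes and mitochondrial UMIs. The paper's text does not name a step that removes doublets from these data. Bulk RNA-seq, flow cytometry and well-based scRNA-seq were not analysed here.

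The counts were read with Scanpy 1.11.5 under Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9). Genes found in more than 5 cells were kept, as were cells with at least 200 genes and at most 25% mitochondrial UMIs, the upper end of the range in the methods. The filter on genes removed 79 cells of WT-Control, 73 of WT-RANKL-Ab, 178 of Cd40-/- Control and 4 of Cd40-/- RANKL-Ab, and the mitochondrial limit 293, 209, 349 and 13. The cells kept held 95277834, 48640841, 66295255 and 19153685 UMIs, with medians of 2456, 2321, 2305 and 2611 genes per cell. The libraries were integrated with Seurat 5.3.0 under R 4.3.3, where the authors used version 4, over 30 dimensions and with 1940 of 2000 features. The methods name the regression of cell cycle genes without saying at which step, and it was left to an alternative here. Clusters at resolution 0.43 were scored by the mean log2 fold of marker genes over all other cells, with 20 CPM added. A cluster took the name of its best class if the score was at least 0.5 and led the next class by at least 0.2. At least 3 of its markers had to be detected, no other class could have more markers among the 10 leading genes, and a cluster with under 1/3 of the median UMIs needed a marker among them. A T cell cluster with a cTEC score over 1 was called nurse cTEC-like. These limits, unlike the markers, were set after the clusters had been seen. Coordinates are those of GENCODE M21 on GRCm38.

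For each cluster and library, UMIs were summed and scaled to 1000000 UMIs of the cluster (CPM). Intervals are exact at the 95% level and cover counting error: Clopper-Pearson for shares, Poisson for CPM, and the conditional binomial for ratios. Those for CPM and its ratios take summed UMIs as Poisson counts and leave out differences between cells. WT-Control was the reference of every ratio. With 1 library per condition, no test between conditions was run and no genes were called as changed. Gene lists were compared by the median log2 ratio over genes with at least 20 UMIs in both libraries together, with 1 CPM added, and placed among 10000 random lists of like expression, which describes these libraries and is no test between conditions. The lists were the 5 cTEC-associated genes and the 5 AP-1 genes that the paper names, 10 cTEC genes, 48 interferon-stimulated genes, 8 genes of the AP-1 family, 28 immediate early genes, 10 heat shock genes and the paper's 10 genes of subcluster S3. The last list was picked by the study from these libraries and shares members with the AP-1 lists. For CCL21+ mTEC-like, cTEC-like and progenitor-like cells, the 3 genes with the largest rise and the 3 with the largest fall from WT-Control to Cd40-/- RANKL-Ab, with 10 CPM added and at least 50 UMIs in both libraries together, were named beside the genes that the paper names. Shares of cells with a UMI, and of AP-1-high cells, were taken after thinning each cell to 1000 UMIs, which left out 570, 492, 806 and 74 cells with fewer. Nearest neighbours were found with RANN 2.6.2, and edgeR 4.0.16 gave TMM factors for an alternative scaling.

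The ratios and intervals were tested on simulated data, in which the libraries of Cd40-/- RANKL-Ab and WT-Control were drawn with known ratios. The summed UMIs of a cluster were drawn as Poisson counts from a profile pooled over both libraries. The intervals assume such counts, so coverage near their stated level was built in and tests only the computation. Differences between cells, mice or preparations were not simulated. The intervals held the true ratio for 95.7% of 12431 genes in CCL21+ mTEC-like cells and 96.2% of 10373 in progenitor-like cells, and for 96.2% in cluster 2 and 95.9% in cTEC-like cells. A list of 10 genes raised by 1 on the log2 scale was returned with a median of 0.95, 1.08, 0.97 and 0.87 in the same order, and an unchanged list with -0.05, -0.05, -0.09 and -0.12. In cTEC-like cells this deviation is about as large as the median reported there for the cTEC-associated genes. The sample mapping, the comparisons, the marker genes, the gene lists, the rule for genes named by their change and the alternatives were set before the data were examined, apart from the removal of cells with the highest Scrublet scores, the restriction to cells with at least 2000 UMIs and the post-Aire clusters as named at resolution 0.8, with and without the enterohepatic-like cluster, which were added later. The alternatives were a mitochondrial limit of 13%, all 2000 integration features, regression of cell cycle scores, merging without integration, resolution 0.8, TECs alone as the denominator, TMM factors, the mean over cells of each cell's CPM, totals without Ccl21a, 10 CPM added, genes with at least 100 UMIs, a limit of 50 UMIs of Ccl21a per 10000, at least 10 UMIs for AP-1-high cells, no thinning, and subclusters with all features or at resolution 0.3. Doublets called by Scrublet were not removed because the caller found almost none. Monocle and SCENIC were not run, and doublets can remain in the clusters with the highest depth.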

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

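Of the tests in this part, the ratio of T cells to cTECs and the pair of alternatives for tuft-like cells (cells with at least 2000 UMIs, and removal of the highest Scrublet scores) were chosen only after the result was seen. What the interferon UMIs should show was written before they were counted, while the clusters over which their share is given, Aire+ mTEC-like cells and cluster 3, were chosen afterwards.

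The tuft-like share rose with the antibody in wild-type mice and did not rise in Cd40-/- mice. The log2 ratio of RANKL-Ab to Control was 0.83 (95% interval, 0.66 to 0.99) in wild-type mice and -0.27 (95% interval, -0.68 to 0.13) in Cd40-/- mice, where the interval includes 0. The difference was not tested, since each condition has 1 library. A loss of other cells raises the share of the cells that remain, so a share gives no count of tuft-like cells. Doublets and shallow cells are technical explanations that apply. Without the highest Scrublet scores, the log2 ratio of RANKL-Ab to Control was 0.94 (95% interval, 0.76 to 1.12) in wild-type and -0.12 (95% interval, -0.55 to 0.30) in Cd40-/- mice, and among cells with at least 2000 UMIs it was 0.82 (95% interval, 0.65 to 1.00) and -0.33 (95% interval, -0.77 to 0.10). As a share of all cells, the rise in wild-type mice was thus kept, while the interval of Cd40-/- mice includes 0 each time and its direction is not settled. The share of clusters 0 and 2 rose by 0.48 (95% interval, 0.40 to 0.55) in wild-type and 0.99 (95% interval, 0.88 to 1.11) in Cd40-/- mice. Set against these clusters, the rise in wild-type mice is smaller, and tuft-like cells were fewer with the antibody in Cd40-/- mice. A dependence of tuft-like mTECs on CD40 in the absence of RANKL may contribute, and so may differences between the preparations, neither of which these libraries can test.

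T cell-like cells, which the paper left out of its clusters, were 0.372% of WT-Control but 2.00% of WT-RANKL-Ab, 3.07% of Cd40-/- Control and 7.49% of Cd40-/- RANKL-Ab. These cells had a median of 1205 UMIs. Thymocytes carried along with cTECs, which enclose or bind them, are a candidate source. There were 16.3 T cell-like cells per 100 cTEC-like and nurse cTEC-like cells in WT-Control, 23.4 in WT-RANKL-Ab, 25.8 in Cd40-/- Control and 42.4 in Cd40-/- RANKL-Ab. With 1 library per condition, thymocytes carried along with cTECs cannot be told apart from a difference in sorting purity. A change in the thymocytes themselves stays open and was not tested.

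Interferon genes, whose UMIs the paper does not report, were detected at 858 UMIs over all cells of WT-Control, against 53 in WT-RANKL-Ab, 415 in Cd40-/- Control and 2 in Cd40-/- RANKL-Ab. Since the libraries differ in depth, these counts correspond to 9.01, 1.09, 6.26 and 0.104 CPM in the same order. Of the UMIs in WT-Control, 813 (94.8%) lay in Aire+ mTEC-like cells and cluster 3, which hold 39.2% of the cells. Free RNA would spread them over the clusters in proportion to their UMIs, which this share argues against. The most abundant were Ifnl2, with 466 UMIs, Ifnl3, with 250, and Ifnb1, with 124, genes chosen after their values were seen. The loss of these cells is a candidate explanation for the lower interferon-stimulated genes in the other clusters of Cd40-/- RANKL-Ab. The paper's Discussion raises interferons from AIRE+ mTECs, known from earlier reports, as a possible influence on cTECs and progenitors. The share of UMIs given here was found and examined in the same libraries and leaves the explanation open.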

How the results depend on the processing

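Among these alternatives, the removal of cells with the highest Scrublet scores, the restriction to cells with at least 2000 UMIs and the post-Aire clusters as named at resolution 0.8, with and without the enterohepatic-like cluster, were chosen after seeing the data. Across 97 results, 787 values were computed under an alternative, of which 577 stayed inside the 95% counting interval of the reported value, 204 left it in the same direction or where no direction was given, and 6 reversed. No paired analysis was possible because each condition has 1 library, and no replicate could be left out. Removal of the doublets that Scrublet called was not run because it called under 0.5% of each library. The nurse cTEC-like cluster had no counterpart with all 2000 integration features or with cell cycle scores regressed. The mitochondrial limit of 13%, the limit of 50 UMIs of Ccl21a per 10000 and both other subclusterings moved none of the log2 ratios of shares computed under them. The limit of 50 UMIs did lower the Ccl21a-high share of TA-TEC-like cells in WT-RANKL-Ab from 88.3% to 68.7% and raise the TA-TEC-like part of Aire+ mTEC-like and Ccl21a-low TA-TEC-like cells there from 4.28% to 10.7%. Subclusters at resolution 0.3 changed the log2 ratio of Fos in S1-like cells from -0.57 to 0.99 and that of Junb from -0.12 to 1.05, each in Cd40-/- RANKL-Ab. The S1-like subcluster is broader at that resolution.

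Direction was kept under every alternative run by the log2 ratios of Cd40-/- RANKL-Ab for the shares of Aire+ mTEC-like cells (-8.04 to -6.84), TA-TEC-like cells (-4.06 to -3.61), the named post-Aire clusters (-5.42 to -3.30), tuft-like cells (-0.93 to -0.64), cTEC-like cells (2.72 to 3.68) and progenitor-like cells (3.01 to 3.30). It was also kept by the medians of the interferon-stimulated genes in CCL21+ mTEC-like cells (-2.09 to -1.60), cluster 2 (-2.05 to -1.53), progenitor-like cells (-1.61 to -1.13) and cTEC-like cells (-0.80 to -0.48), and of the AP-1 genes in progenitor-like cells (1.28 to 1.62). The range for Aire+ mTEC-like cells follows matching clusters and not names. At resolution 0.8 another cluster takes this name, and it went from 8.14% of WT-Control to 1.34% of Cd40-/- RANKL-Ab. The 4 Aire+ mTEC-like and 13 TA-TEC-like cells of Cd40-/- RANKL-Ab limit any statement about expression within them.

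Values that moved are given by setting, and gene and list values are for Cd40-/- RANKL-Ab unless another library is named. Without integration, the log2 ratio was -3.63 for the share of Aire+ mTEC-like in WT-RANKL-Ab (reported as -1.51), -1.79 for the share of TA-TEC-like in WT-RANKL-Ab (reported as -1.36), -5.27 for the share of cluster 3 in Cd40-/- RANKL-Ab (reported as -4.22), -0.61 for the share of cluster 3 in WT-RANKL-Ab (reported as -1.36) and 1.86 for the share of cluster 2 in Cd40-/- RANKL-Ab (reported as 1.00). It was 3.68 for the share of cTEC-like in Cd40-/- RANKL-Ab (reported as 2.79) and 4.30 for the share matched to cluster 8 in Cd40-/- RANKL-Ab (reported as 0.06). The cluster behind the latter value held 4.62% of the cluster 8 cells of WT-Control. The direction reversed, with a log2 ratio of -2.23 for the share of CCL21+ mTEC-like in Cd40-/- RANKL-Ab (reported as 0.21) and 0.21 for the share of cluster 2 in Cd40-/- Control (reported as -0.20). The median was 0.94 for cTEC-associated genes in CCL21+ mTEC-like (reported as 1.80), -1.75 for interferon-stimulated genes in CCL21+ mTEC-like (reported as -1.90), 0.65 for AP-1 genes in CCL21+ mTEC-like (reported as 0.47), 1.05 for cTEC-associated genes in cluster 2 (reported as 1.19) and 0.79 for AP-1 genes in cluster 2 (reported as 0.66). The median was 0.15 for cTEC-associated genes in progenitor-like (reported as 0.92), 0.020 for cTEC-associated genes in cTEC-like (reported as 0.13) and -0.48 for interferon-stimulated genes in cTEC-like (reported as -0.67). It was 0.37 for Ccl21a in CCL21+ mTEC-like (reported as 0.60) and 0.38 for Ccl21a in cluster 2 (reported as 0.50). The direction reversed, with a log2 ratio of -0.11 for Psmb11 in progenitor-like (reported as 0.51). Another 32 values, of single genes or secondary shares, moved. The cause of these moves was not tested.

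With all 2000 integration features, the log2 ratio was -1.28 for the share of Aire+ mTEC-like in WT-RANKL-Ab (reported as -1.51), -1.55 for the share of cluster 3 in WT-RANKL-Ab (reported as -1.36), 0.56 for the share of CCL21+ mTEC-like in Cd40-/- RANKL-Ab (reported as 0.21) and -3.79 for the share of cluster 8 in Cd40-/- RANKL-Ab (reported as 0.06). The median was 2.70 for cTEC-associated genes in CCL21+ mTEC-like (reported as 1.80), -1.73 for interferon-stimulated genes in CCL21+ mTEC-like (reported as -1.90), 0.57 for AP-1 genes in cluster 2 (reported as 0.66), 1.55 for AP-1 genes in progenitor-like (reported as 1.40) and 0.17 for cTEC-associated genes in cTEC-like (reported as 0.13). The median was 0.81 for AP-1 genes in cTEC-like (reported as 1.62). It was 0.48 for Ccl21a in CCL21+ mTEC-like (reported as 0.60) and 0.53 for Ccl21a in cluster 2 (reported as 0.50). The direction reversed, with a log2 ratio of 0.037 for Ccl25 in cTEC-like (reported as -0.05). In addition, 23 values of single genes or secondary shares moved. At resolution 0.8, the log2 ratio was -1.32 for the share matched to Aire+ mTEC-like in WT-RANKL-Ab (reported as -1.51). It was -0.56 for the pair of clusters matched to cluster 8 in Cd40-/- RANKL-Ab (reported as 0.06), which moved in opposite directions. The median was 1.20 for cTEC-associated genes in CCL21+ mTEC-like (reported as 1.80), 0.59 for cTEC-associated genes in progenitor-like (reported as 0.92), -1.27 for interferon-stimulated genes in progenitor-like (reported as -1.51), 1.62 for AP-1 genes in progenitor-like (reported as 1.40) and 0.25 for cTEC-associated genes in cTEC-like (reported as 0.13). The median was -0.80 for interferon-stimulated genes in cTEC-like (reported as -0.67) and 0.69 for AP-1 genes in cTEC-like (reported as 1.62). It was 0.65 for Ccl21a in CCL21+ mTEC-like (reported as 0.60) and 0.48 for Ccl21a in cluster 2 (reported as 0.50). The direction reversed, with a log2 ratio of 0.081 for Ccl25 in cTEC-like (reported as -0.05). In addition, 23 values of single genes or secondary shares moved. With post-Aire clusters as named at resolution 0.8, the enterohepatic-like cluster left out, the log2 ratio was -3.30 for the share of post-Aire clusters in Cd40-/- RANKL-Ab (reported as -5.35) and -0.81 for the share of post-Aire clusters in WT-RANKL-Ab (reported as -1.15). The cause was not tested.

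With cell cycle scores regressed, the log2 ratio was -1.75 for the share of TA-TEC-like in WT-RANKL-Ab (reported as -1.36). The median was 1.48 for cTEC-associated genes in cluster 2 (reported as 1.19) and 0.81 for cTEC-associated genes in progenitor-like (reported as 0.92). It was 0.63 for Ccl21a in CCL21+ mTEC-like (reported as 0.60). Another 11 values, of single genes or secondary shares, moved. Among cells with at least 2000 UMIs, the log2 ratio was -3.05 for the share of Aire+ mTEC-like in WT-RANKL-Ab (reported as -1.51) and 3.40 for the share of cTEC-like in Cd40-/- RANKL-Ab (reported as 2.79). In addition, 5 values of single genes or secondary shares moved. After removal of the highest Scrublet scores, the log2 ratio was 0.24 for the share of cycling Ccl21a-high mTECs in WT-RANKL-Ab (reported as -0.11). It was 0.58 for Ccl21a in CCL21+ mTEC-like (reported as 0.60). A further 2 values of single genes or secondary shares moved. With TECs alone as the denominator, the log2 ratio was 0.69 for the share of clusters 0 and 2 together in Cd40-/- RANKL-Ab (reported as 0.57). Fewer cells, or fewer cells in the denominator, are part of how the last 3 settings are built, and beyond that the cause was not tested.

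With edgeR's TMM factors, the median log2 ratio was 0.32 for AP-1 genes in CCL21+ mTEC-like (reported as 0.47), 1.06 for cTEC-associated genes in cluster 2 (reported as 1.19), -2.05 for interferon-stimulated genes in cluster 2 (reported as -1.92), 0.53 for AP-1 genes in cluster 2 (reported as 0.66) and 0.037 for cTEC-associated genes in cTEC-like (reported as 0.13). It was 0.45 for Ccl21a in CCL21+ mTEC-like (reported as 0.60) and 0.38 for Ccl21a in cluster 2 (reported as 0.50). In addition, 14 values of single genes or secondary shares moved. With the mean over cells of each cell's CPM, the median log2 ratio was -2.09 for interferon-stimulated genes in CCL21+ mTEC-like (reported as -1.90), 0.37 for AP-1 genes in CCL21+ mTEC-like (reported as 0.47), 1.60 for AP-1 genes in progenitor-like (reported as 1.40), 0.47 for cTEC-associated genes in cTEC-like (reported as 0.13) and 0.83 for AP-1 genes in cTEC-like (reported as 1.62). It was 0.56 for Ccl21a in CCL21+ mTEC-like (reported as 0.60) and 0.52 for Ccl21a in cluster 2 (reported as 0.50). The direction reversed, with a log2 ratio of 0.38 for Ccl25 in cTEC-like (reported as -0.05). A further 17 values of single genes or secondary shares moved. With Ccl21a left out of the totals, the log2 ratio was 0.62 for Ccl21a in CCL21+ mTEC-like (reported as 0.60) and 0.52 for Ccl21a in cluster 2 (reported as 0.50). With 10 CPM added, the median log2 ratio was 1.54 for cTEC-associated genes in CCL21+ mTEC-like (reported as 1.80), -1.60 for interferon-stimulated genes in CCL21+ mTEC-like (reported as -1.90), -1.53 for interferon-stimulated genes in cluster 2 (reported as -1.92), -1.13 for interferon-stimulated genes in progenitor-like (reported as -1.51) and -0.53 for interferon-stimulated genes in cTEC-like (reported as -0.67). Over genes with at least 100 UMIs, the median log2 ratio was -0.54 for interferon-stimulated genes in cTEC-like (reported as -0.67). With at least 10 UMIs for an AP-1-high cell, the log2 ratio was 2.43 for the share of AP-1-high cells in Cd40-/- RANKL-Ab (reported as 1.56), 1.58 for the share of AP-1-high cells in WT-RANKL-Ab (reported as 0.59) and 2.09 for the share of AP-1-high cells in Cd40-/- Control (reported as 0.84). Without thinning, the log2 ratio was 0.70 for the share of AP-1-high cells in Cd40-/- RANKL-Ab (reported as 1.56). TMM factors shift all genes of a cluster by one amount, 10 CPM added pulls every ratio toward 0, and for the other settings the cause was not tested.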

Differences from the paper's values

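The directions compared at the end of this part were chosen after the values were seen. The shares here are of 10218 cells of WT-Control, 7164 of WT-RANKL-Ab, 8591 of Cd40-/- Control and 2082 of Cd40-/- RANKL-Ab. The paper's denominators were about 10000, 7100, 8600 and 2000 cells in Fig. 4A, read by eye.

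For TA-TECs of Cd40-/- RANKL-Ab, the paper's share is 1.84% (Table S3), and the TA-TEC-like share here was 0.624%. Under the alternatives set before the data were examined it was 0.528% to 0.681%, and none of them closed the gap.

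For post-Aire mimetic cells, the paper's shares (Table S3) are 6.51% in WT-Control, 3.50% in WT-RANKL-Ab, 6.99% in Cd40-/- Control and 0.694% in Cd40-/- RANKL-Ab. The named post-Aire clusters here held 3.90%, 1.76%, 3.69% and 0.0961%. With these 3 clusters or their counterparts, none of the alternatives set before the data were examined closed any of these gaps. The set of named clusters changes with the clustering, however. At resolution 0.8, enterohepatic-like, keratinocyte-like and muscle-like clusters take post-Aire names as well, and all post-Aire clusters named there, a sum formed after seeing the data, held 21.3%, 8.42%, 17.5% and 1.01%. Without the enterohepatic-like cluster, they held 7.56%, 4.30%, 7.65% and 0.768%. The gap therefore depends on which clusters are counted. With the unnamed cluster 3 counted in, a sum formed after seeing the data, the shares were 19.2%, 7.71%, 16.2% and 0.913%.

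The paper describes the mTEC subsets lost in Cd40-/- RANKL-Ab mice, tuft-like mTECs among them, as reduced less strongly by the antibody in wild-type mice. The tuft-like share here was 9.73% in WT-RANKL-Ab and 5.49% in WT-Control, and the paper's own shares in Table S3 are 9.29% and 5.64%. Its text reports up-regulation of cTEC-associated genes in cTECs, which it calls minimal. In cTEC-like cells the 5 genes had a median log2 ratio of 0.13, with 4 higher and 1 lower, where all genes had 0.14. The alternatives gave 0.02 to 0.47, the highest with the mean over cells of each cell's CPM, so a small rise is not excluded. The make-up of the cTEC-like cluster also differed, with a UMI of Prss16 in 65.8% of thinned cells of WT-Control and 94.9% of those of Cd40-/- RANKL-Ab.

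The up-regulation of AP-1 genes is described as selective to TEC progenitors. Here the 5 AP-1 genes had a median log2 ratio of 1.40 in progenitor-like cells, 1.62 in cTEC-like cells, 0.66 in cluster 2, 0.47 in CCL21+ mTEC-like cells and 0.54 in tuft-like cells. Which of the first pair is higher depended on the setting, since the alternatives gave 1.28 to 1.62 in progenitor-like and 0.69 to 1.90 in cTEC-like cells, the lowest of the latter at resolution 0.8. The cTEC-like clusters also differed in median depth, with 2686 UMIs in WT-Control and 12291 in Cd40-/- RANKL-Ab. After thinning, the AP-1-high share went from 11.8% to 35.0% in progenitor-like and from 2.68% to 3.50% in cTEC-like cells of these libraries. Without thinning, it went from 42.9% to 69.6% and from 21.5% to 39.3%. The paper also reports higher AP-1 gene expression in the cTEC-biased subcluster S1. In the S1-like subcluster, with 21 cells of WT-Control and 40 of Cd40-/- RANKL-Ab, the log2 ratios were -1.46 for Atf3, -0.57 for Fos, -0.12 for Junb and 0.54 for Egr1. This depended on the subclustering. At resolution 0.3 the S1-like subcluster, with 58 and 123 cells, had 0.42 (95% interval, -0.08 to 0.96), 0.99, 1.05 and 1.54, and with all features kept the ratios were -1.99, -1.02, 0.11 and 0.81. The S1-like subcluster at resolution 0.3 is broader, with 556 cells over all libraries and Prss16 at 1726 CPM. In the setting used for the reported subclusters it had 221 cells and 3623 CPM. Resolution 0.3 is therefore no like test of the cells with high cTEC genes. In the narrower S1-like subclusters the paper's statement was not met for Atf3 and Fos, and with so few cells it is not excluded. Similar levels of Pdpn are reported for all subclusters, whereas here they ran from 69.1 CPM in the S1-like subcluster to 166 CPM in subcluster 4. A subcluster S3 appeared with all features kept and not in the setting used for the reported subclusters.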

Other observations

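The tests on free RNA in CCL21+ mTEC-like cells, on cluster 8 and on RNA from Aire+ mTECs, which replaced a test written before whose outcome was fixed by its design, were chosen after the result was seen, as were the 5 genes for Aire+ mTECs, while for progenitor-like cells and interferon UMIs the expected outcomes had been written before and only the separate treatment of the former and the clusters summed for the latter were chosen afterwards, and the other tests in this part were not.

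Free RNA from cTECs was weighed for the rise of cTEC-associated genes in CCL21+ mTEC-like cells. Of 864 UMIs of these genes in the 63 tuft-like cells of Cd40-/- RANKL-Ab, 633 came from 1 cell, so the 5% of cells with most such UMIs were left out of each cluster. Psmb11, Prss16 and Ccl25 then rose by 132 CPM in tuft-like cells and by 110.2 CPM in CCL21+ mTEC-like cells. Their sum in CCL21+ mTEC-like cells was 49.6, 94.3, 89.3 and 159.8 CPM over WT-Control, WT-RANKL-Ab, Cd40-/- Control and Cd40-/- RANKL-Ab, and in tuft-like cells 52.7, 94.1, 87.5 and 185 CPM. These like levels leave free RNA open for the 3 genes in the cells that remained. The cells left out were chosen by the genes under test, so the likeness cannot decide on the whole rise. In CCL21+ mTEC-like cells of Cd40-/- RANKL-Ab, the 5 genes were at 809 CPM before this step. After it, the 3 genes were at 159.8 CPM and Tbata and Foxn1 at 260 CPM. Evenly spread free RNA would not place so many of the UMIs in 5% of the cells. For Tbata and Foxn1 the rise was 45.6 CPM in tuft-like and 138 CPM in CCL21+ mTEC-like cells, and in WT-RANKL-Ab 5.55 and 299 CPM, which argues against free RNA as the whole cause for this pair. Doublets with cTECs would be among the cells left out, and these values cannot tell them from cells that express the genes. Such doublets and a change of expression in CCL21+ mTECs both stay open.

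In progenitor-like cells, the 5 cTEC-associated genes summed to 1962 CPM in WT-Control, 2501 in WT-RANKL-Ab, 5888 in Cd40-/- Control and 3833 in Cd40-/- RANKL-Ab. Free RNA from cTECs would follow the cTEC-like share, which was higher in Cd40-/- RANKL-Ab than in Cd40-/- Control. The higher sum in Cd40-/- Control argues against it, as does the 809 CPM of the same genes in CCL21+ mTEC-like cells of Cd40-/- RANKL-Ab. A different mixture of cells within the progenitor-like cluster stays open.

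Free RNA from Aire+ mTECs was weighed for the lower interferon-stimulated genes. In WT-Control these genes summed to 35940.0 CPM in CCL21+ mTEC-like and 28045 CPM in progenitor-like cells, against 16770.1 CPM in Aire+ mTEC-like cells and 25435 CPM in cluster 3. RNA from a source with a lower level cannot raise them, which argues against free RNA from these mTECs for the fall to 13794 CPM in CCL21+ mTEC-like and 9454 CPM in progenitor-like cells of Cd40-/- RANKL-Ab. For cTEC-like cells, which went from 12974 to 8275 CPM, it stays open. The 5 genes chosen for Aire+ mTECs were at 1038 CPM in cTEC-like cells of WT-Control and 77.3 CPM in those of Cd40-/- RANKL-Ab, so RNA or cells of Aire+ mTECs in that cluster cannot be told apart from a change in cTECs here, since the part of the interferon-stimulated UMIs that came with them was not measured. The loss of mTECs that express interferon genes, with 94.8% of the interferon UMIs in Aire+ mTEC-like cells and cluster 3, stays open as an explanation, as does a direct effect of either signal.

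Stress during dissociation was weighed for the AP-1 genes in progenitor-like cells. An effect on the whole library would raise them in every cluster, and their median log2 ratio was 1.62 in cTEC-like cells, or 0.69 at resolution 0.8. They were also higher in CCL21+ mTEC-like, tuft-like and T cell-like cells and in cluster 2, by less than in progenitor-like cells. The immediate early genes outside the AP-1 family rose by like amounts in progenitor-like, cTEC-like and CCL21+ mTEC-like cells and in cluster 2. Such an effect would give rises in all of these clusters. Since each condition was dissociated once, a stress response of the whole library cannot be told apart from the condition. Heat shock genes had a median log2 ratio of 0.37 in progenitor-like cells (percentile 99.8 of the random lists; 7 genes higher, 3 lower), 0.46 in WT-RANKL-Ab and 0.34 in Cd40-/- Control. In Cd40-/- RANKL-Ab it was -0.08 in CCL21+ mTEC-like cells, 0.01 in cluster 2 and 0.05 in cTEC-like cells. Among the libraries compared with WT-Control, the heat shock median was highest in WT-RANKL-Ab, where the AP-1 median of progenitor-like cells was lowest. The heat shock genes thus did not follow the AP-1 genes over the libraries. A heat shock response of dissociated progenitor cells may contribute to the AP-1 rise, as may the loss of both signals, and these values decide on neither. The paper's 10 genes of subcluster S3, picked from these libraries, had medians of 1.23 in progenitor-like, 0.96 in cTEC-like and 0.89 in CCL21+ mTEC-like cells. The AP-1 family of 8 genes had 0.94 in cTEC-like and 0.47 in CCL21+ mTEC-like cells.

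WT-Control had fewer cTEC-like and progenitor-like cells than the other libraries. Per 100 cells of clusters 0 and 2, it held 6.59 cTEC-like cells, WT-RANKL-Ab 15.0, Cd40-/- Control 39.8 and Cd40-/- RANKL-Ab 30.6. For progenitor-like cells the numbers were 6.45, 23.2, 28.3 and 37.0. Cd40-/- Control lost few Aire+ mTEC-like cells and yet had 39.8 cTEC-like cells per 100, so dilution by Aire+ mTECs does not account for its value. The counts per 100 cells of clusters 0 and 2 leave Aire+ mTEC-like cells out, so their loss does not account for the higher values in WT-RANKL-Ab and Cd40-/- RANKL-Ab either. Clusters 0 and 2 held 29.0% of WT-Control, 40.3% of WT-RANKL-Ab, 21.7% of Cd40-/- Control and 43.1% of Cd40-/- RANKL-Ab. In Cd40-/- Control their share was 0.749 times that of WT-Control, against 4.53 times for cTEC-like and 3.29 times for progenitor-like cells. These shares argue against fewer cells in clusters 0 and 2 alone as the cause, although shares give no number of cells. Recovery of cTECs that differed between preparations cannot be told apart from the condition, because each condition was prepared once.

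Mice of different sex in the pools could change the expression of many genes. The 4 Y-linked genes had at most 4 UMIs in a library (WT-Control, of 95607338), all of Kdm5d, and Xist was at 1195, 1771, 1821 and 1610.0 CPM in the 4 libraries. These levels argue against male mice in any pool.

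Cluster 8 kept its share in Cd40-/- RANKL-Ab while the other Aire-expressing clusters lost theirs. At resolution 0.8, 77.5% of its Cd40-/- RANKL-Ab cells fell into a separate cluster, which took 51.5% of those of WT-RANKL-Ab, 23.1% of those of Cd40-/- Control and 10.1% of those of WT-Control. That cluster takes the name cTEC-like, with a score of 1.31 against 0.40 for the next class and 2.80 and 1.74 in the other cTEC-like clusters there, and Ctsl, Tbata, Slc46a2 and Crip3 are among its leading genes. Without integration, 1 cluster took 95.8%, 63.8%, 19.6% and 4.62% in the same order. Tbata, a gene chosen after its values were seen, was at 2005 CPM in cluster 8 of WT-Control and 11439 CPM in that of Cd40-/- RANKL-Ab. Cells with a cTEC program placed in cluster 8 may therefore account for the kept share. Whether they are doublets, an earlier stage of differentiation or a state that appears without both signals was not tested.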
